# Therapeutic manipulation of *IKBKAP* mis-splicing with a small molecule to cure familial dysautonomia

**DOI:** 10.1038/s41467-021-24705-5

**Published:** 2021-07-23

**Authors:** Masahiko Ajiro, Tomonari Awaya, Young Jin Kim, Kei Iida, Masatsugu Denawa, Nobuo Tanaka, Ryo Kurosawa, Shingo Matsushima, Saiko Shibata, Tetsunori Sakamoto, Lorenz Studer, Adrian R. Krainer, Masatoshi Hagiwara

**Keywords:** Chemical biology, RNA splicing, Peripheral neuropathies

## Abstract

Approximately half of genetic disease-associated mutations cause aberrant splicing. However, a widely applicable therapeutic strategy to splicing diseases is yet to be developed. Here, we analyze the mechanism whereby *IKBKAP-*familial dysautonomia (FD) exon 20 inclusion is specifically promoted by a small molecule splice modulator, RECTAS, even though *IKBKAP-*FD exon 20 has a suboptimal 5′ splice site due to the IVS20 + 6 T > C mutation. Knockdown experiments reveal that exon 20 inclusion is suppressed in the absence of serine/arginine-rich splicing factor 6 (SRSF6) binding to an intronic splicing enhancer in intron 20. We show that RECTAS directly interacts with CDC-like kinases (CLKs) and enhances SRSF6 phosphorylation. Consistently, exon 20 splicing is bidirectionally manipulated by targeting cellular CLK activity with RECTAS versus CLK inhibitors. The therapeutic potential of RECTAS is validated in multiple FD disease models. Our study indicates that small synthetic molecules affecting phosphorylation state of SRSFs is available as a new therapeutic modality for mechanism-oriented precision medicine of splicing diseases.

## Abstract (web summary)

Familial dysautonomia is caused by splicing mutation of *IKBKAP* gene, which induces skipping of exon 20 and subsequent functional loss. Here, the authors report that a synthetic splice modulator RECTAS ameliorates pathogenic exon 20 skipping and shows therapeutic effects in cellular and animal models.

## Introduction

Splicing mutations through the creation or disruption of splicing *cis*-elements induce constitutive gain or loss or the alternative splicing of target exons, which in turn prevent functional protein production by generating stop codons or frameshifts. Pre-mRNA splicing is catalyzed by five essential small nuclear RNAs (U1, U2, U4, U5, and U6 snRNA) and more than 100 proteins. In addition to these essential factors (e.g., U1 small nuclear ribonucleoprotein (snRNP) to recognize the 5′-splice site and U2 snRNP to recognize the branchpoint sequence), various *trans*-acting splicing factors are recruited to *cis*-regulatory elements to orchestrate alternative splicing. Several approaches have been taken to amend mutation-derived splicing defects by targeting either *cis*-regulatory elements or *trans*-acting splice factors. The former approach includes the antisense-oligonucleotide drug nusinersen, which rescues deficient *SMN2* exon 7 inclusion for spinal muscular atrophy therapy^1–3^, and small-molecule compounds, such as SMN-C3 and RG7916, that also promote SMN2 exon 7 inclusion, in part by directly binding to an imperfect RNA helix formed by the exon 7 5′-splice site and U1 snRNA acting for bulge repair^4–8^. Examples of the latter approach include small-molecule inhibitors for CDC-like kinase (CLK) or serine/arginine-rich protein kinase (SRPK)^9^, which then inactivate serine/arginine-rich splicing factors (SRSFs) through serine phosphorylation in their carboxy-terminal RS domain. Previously, we synthesized CLK inhibitors^10^ and demonstrated their therapeutic potential in disease models of cystic fibrosis (c.3849 + 10 kb C > T mutation of *cystic fibrosis transmembrane conductance regulator (CFTR)*)^11^, Duchenne muscular dystrophy (c.4303 G > T mutation of *dystrophin*)^12^, and anhidrotic ectodermal dysplasia with immunodeficiency (EDA-ID; IVS6 + 866 C > T mutation of *NF-kappa-B essential modulator* (*NEMO*))^13^.

In parallel, we developed a dual-color splicing reporter system combining two different fluorescent proteins to identify both *cis*-elements and *trans*-acting factors involved in targeting alternative splicing events in worms, mice, and cultured cells^14–16^. Recently, we applied this system to screen a chemical library and found a small-molecule RECTAS, which corrects abnormal splicing caused by the IVS20 + 6 T > C splicing mutation of the (*inhibitor of κ light polypeptide gene enhancer in B-cells, kinase complex-associated protein* (*IKBKAP*) gene^17^. The homozygous mutation is mainly found in the Ashkenazi Jewish population and is responsible for >99.5% of cases of familial dysautonomia (FD) (also known as Riley-Day syndrome or hereditary sensory/autonomic neuropathy type III)^18–20^. FD is an autosomal recessive genetic disease, and autonomic neurons and peripheral sensory neurons derived from neural crest cells are impaired in development, function, and survival^18–20^. Patients with FD exhibit various symptoms including cardiovascular instability, recurrent pneumonia, vomiting/dysautonomic crisis, gastrointestinal dysfunction, decreased sensitivity to pain and temperature, and defective lacrimation. The IVS20 + 6 T > C mutation causes abnormal *IKBKAP* exon 20 skipping, due to impaired recognition of the mutant 5′ splice site by U1 snRNP^21,22^, leading to a frameshift and the generation of a premature termination codon in exon 21 of *IKBKAP* mRNA^20^. This frameshift in turn results in reduced expression of IKAP (or ELP1), compromising tRNA modification and neuronal cell survival^17,23,24^. RECTAS directly affects mRNA splicing, and our transcriptome analyses revealed that RECTAS affects the splicing of only a limited set of genes, suggesting that it has high specificity and a direct role in correcting *IKBKAP* aberrant splicing^17^. Sequence analysis of the responsive exons suggests that RECTAS promotes exon recognition by either inhibiting splicing repressors, such as heterogeneous nuclear ribonucleoproteins (hnRNPs), or stimulating splicing activators. RBM24 functions as a tissue-dependent splice activator by binding to a cryptic intronic splicing enhancer element (IVS20 + 13 to +29) downstream of the intronic 5′ splice-site mutation of *IKBKAP-*FD and promotes U1 snRNP recognition of the mutant 5′ splice site^25^. Thus, undetectable RBM24 expression in neuronal tissues explains the greater extent of aberrant splicing of *IKBKAP-*FD exon 20 in neurons^25^. In this study, we revealed that SRSF6 is also involved in exon 20 recognition and that RECTAS specifically rectifies aberrant splicing by promoting the SRSF6 function.

## Results

### Binding of SRSF6 to an intronic splice enhancer (ISE) is required for *IKBKAP*-FD exon 20 inclusion

*IKBKAP*-FD exon 20 has a suboptimal 5′ splice site, due to the IVS20 + 6 T > C mutation. It lacks complementarity to U1 snRNA at the −1 and +6 positions (Fig. 1a), and such suboptimal splice sites are more prone to be regulated by alternative splicing factors^11–13,26,27^, as we reported for promotion of spliceosomal recognition of this 5′ splice site by RBM24 in skeletal muscle tissue^25^. The RNA sequencing (RNA-Seq) evaluation of the transcriptome of FD patient fibroblasts homozygous for the *IKBKAP* IVS20 + 6 T > C mutation following RECTAS treatment revealed a highly selective action of RECTAS on *IKBKAP*-FD exon 20, with the second-highest ΔPSI (percent spliced-in) of 618 altered splicing events with ≥0.1 of | ΔPSI | (Fig. 1b, c and Supplementary Data 1). As we supposed that RECTAS rescued exon 20 skipping as part of the overall context of splicing regulation, we checked whether RBM24 function is involved in RECTAS-induced exon 20 inclusion. Western blot for human tissues as well as HeLa and FD patient fibroblasts, responder cells to RECTAS^17^, indicates RBM24 expression is exclusive in heart and skeletal muscle but absent in RECTAS responder cells, irrespective of RECTAS treatment (Fig. 1d). These observations ruled out the involvement of RBM24 in RECTAS-induced splice modification. Therefore, we hypothesized that RECTAS interacts with an unidentified splicing regulator(s) that promotes the restoration of normal exon 20 inclusion. To test this hypothesis, we examined loss-of-function study by RNAi knockdown for individual SRSFs, a major family of alternative splicing activators, and compared the extent of RECTAS-induced promotion of *IKBKAP*-FD exon 20 inclusion, using a dual fluorescent splicing reporter system we previously developed (Fig. 1e)^11,13,17^. We observed a marked reduction (~60%) in exon 20 inclusion when SRSF6 was knocked down (Fig. 1f, g), whereas depletion of nine other SRSFs yielded no or only a modest effect on this splicing event (Fig. 1f, g).

**Fig. 1:**
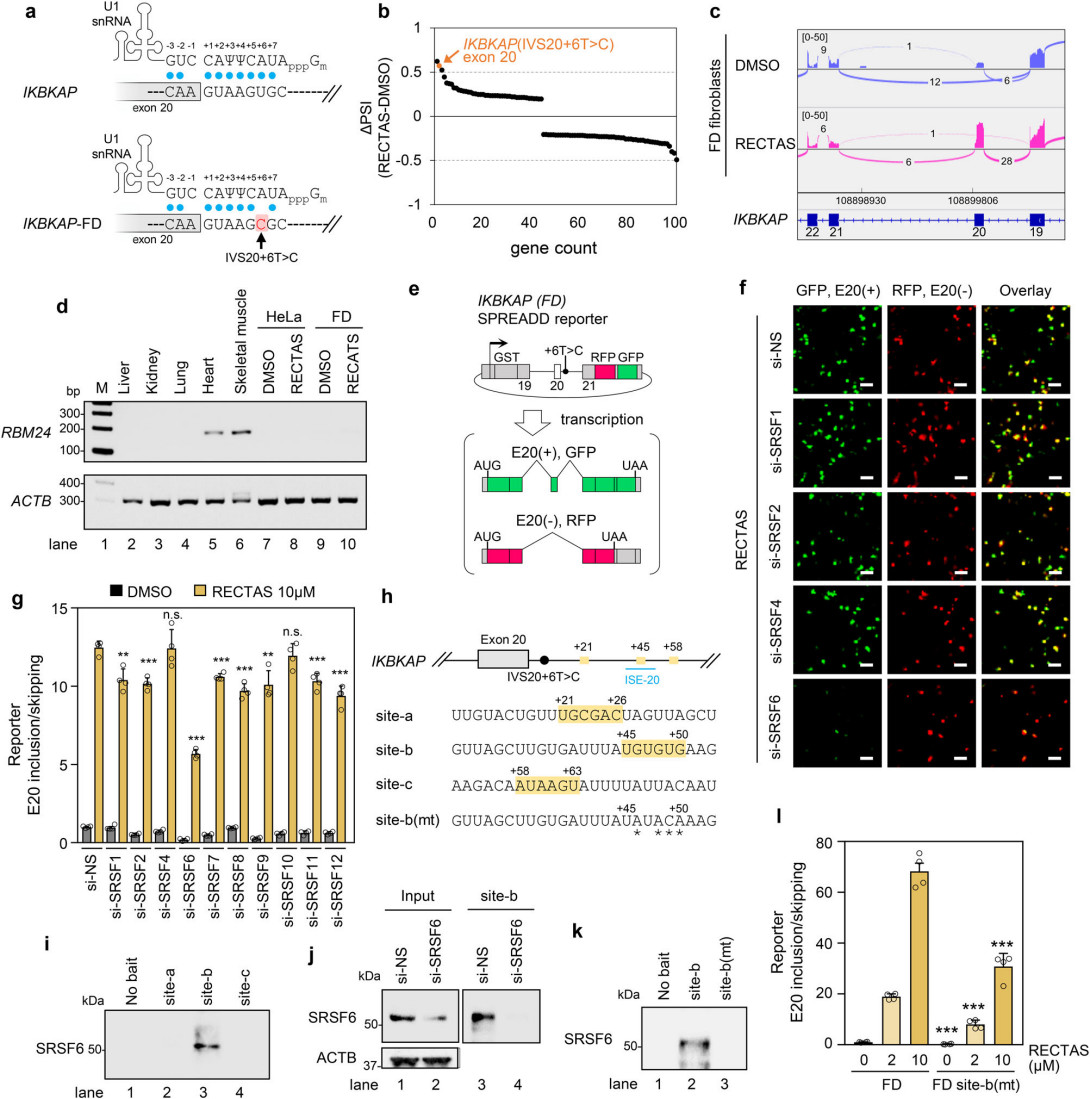
*IKBKAP-*FD exon 20 requires SRSF6 binding to an ISE. **a** The *IKBKAP* exon 20 5′ splice site has nearly optimal pairing to U1 snRNA, whereas the IVS20 + 6 T > C creates an additional mismatch at +6 position, resulting in suboptimal recognition by U1 snRNP. Blue dots indicate base pairing. **b** Top 100 differential splice events by | ΔPSI (PSI_RECTAS_-PSI_DMSO_) | following RECTAS treatment (2 µM, 8 h) in FD patient fibroblasts. **c** Sashimi plot with junction read number of *IKBKAP-*FD exon 19–22 for DMSO- or RECTAS-treated FD patient fibroblasts. The displayed read count range was set to 0–50. **d** RT-PCR for *RBM24* expression in human tissues, and cell lines treated with 10 µM RECTAS or 0.1% DMSO for 24 h. *RBM24* and *ACTB* were detected with primers oAM669 + oAM671 and oAM13 + oAM14, respectively. **e** Diagram of reporter system for *IKBKAP*-FD exon 20 splicing^13,17^. GFP is translated when exon 20 is included (E20(+)), whereas RFP is translated when it is skipped (E20(−)). **f**, **g** Microscopic images (**f**) and quantification of *IKBKAP*-FD exon 20 inclusion (**g**), following treatment with RECTAS (10 µM) or 0.1% DMSO for 24 h in HeLa cells transfected with the indicated siRNAs for 72 h. **h** SRSF6-binding motifs starting at +21 nt (site-a), +45 nt (site-b), and +58 nt (site-c), predicted by ESE finder 3.0^28,29^ are shown. RNA sequences for pull-down assays are indicated. Asterisks in site-b(mt) indicate mutated ribonucleotides. ISE-20 from Sinha et al.^30^ is also indicated. **i**–**k** Western blot of SRSF6 by 1H4 antibody for RNA pull-down products or no bait RNA control for HeLa cells (**i**), site-b pull-down products for HeLa cells treated with siRNA for 72 h (**j**), and site-b and site-b(mt) RNA pull-down products for HeLa cells (**k**). **l** Quantification of *IKBKAP* exon 20 inclusion rate, following RECTAS treatment for 24 h in HeLa cells with *IKBKAP-*FD or site-b(mt)-mutant *IKBKAP* (FD site-b(mt)) reporter. Data from four replicates are shown in (**f**), (**g**), and (**l**), and two replicates are shown in (**i**), (**j**), and (**k**). Representative data of two experiments are shown in (**d**). Columns, mean; bars, SE; n.s., *P* ≥ 0.05; **P < 0.01; ***P < 0.001 for unpaired two-tailed *t* test in (**g**) (vs. the RECTAS 10 µM of si-NS: si-SRSF1, *P* = 2.3 × 10^−3^; si-SRSF2, *P* = 1.7 × 10^−4^; si-SRSF4, *P* = 0.94; si-SRSF6, 1.5 × 10^−7^; si-SRSF7, *P* = 1.9 × 10^−4^; si-SRSF8, *P* = 1.0 × 10^−4^; si-SRSF9, 3.0 × 10^−3^; si-SRSF10, *P* = 0.28; si-SRSF11, *P* = 6.1 × 10^−4^; si-SRSF12, *P* = 1.8 × 10^−4^) and (**l**) (vs. the FD of corresponding RECTAS concentration: 0 µM, *P* = 2.0 × 10^−4^; 5 µM, *P* = 4.4 × 10^−5^; 10 µM, *P* = 1.0 × 10^−4^).

These observations indicate that SRSF6 is a crucial regulator of *IKBKAP*-FD exon 20 inclusion in the therapeutic splicing environment provided by RECTAS treatment. We further asked whether SRSF6 directly controls *IKBKAP-*FD exon 20 inclusion. For this purpose, we searched for potential SRSF6-recognition sites based on the systematic evolution of ligands by exponential enrichment (SELEX) motifs for SRSF6 with ESE finder 3.0^28,29^ for a region downstream or upstream of the exon 20 5′-splice site (−100 to +100 nucleotides (nt)) of *IKBKAP*. We identified three candidate motifs 21, 45, and 58 nt downstream of the exon 20 5′ splice site (site-a, site-b, and site-c, respectively, in Fig. 1h). Subsequent validation of SRSF6 binding by RNA pull-down assay with biotin-conjugated RNAs revealed that only site-b has a high affinity to a cellular protein inferred to be SRSF6 (Fig. 1i). The band of expected SRSF6 disappeared in the pull-down products from SRSF6-knockdown cells, confirming its identity as SRSF6 (Fig. 1j). In addition, SRSF6 binding was lost when point mutations (site-b(mt) in Fig. 1h) were introduced in the SRSF6-binding motif (Fig. 1k). The functional significance of SRSF6 binding for *IKBKAP*-FD exon 20 recognition was subsequently examined by introducing a site-b(mt) mutation into the *IKBKAP-*FD exon 20 splicing reporter, and a reduction in RECTAS-led exon 20 inclusion was observed, comparable to that seen in SRSF6 knockdown cells (~60%) (Fig. 1l). These combined observations indicate that site-b is an ISE, and whose recognition by SRSF6 is crucial to provide a splicing context that restores normal splicing of *IKBKAP*-FD exon 20 in the presence of RECTAS. We note that the identified SRSF6-dependent ISE overlaps with a 20-nt region with ISE activity (dubbed ISE-20) revealed by our previous antisense-oligonucleotide walk^30^ (Fig. 1h). In addition, the SRSF6-binding site (+45 to +50) somewhat close to that of RBM24 (+13 to +29)^25^ imply RBM24 binding may interfere with SRSF6 binding, and may impair the effect of RECTAS in tissues with RBM24 expression.

### Reciprocal control of *IKBKAP*-FD exon 20 splicing by RECTAS and CDC-like kinase (CLK) inhibitors suggests that CLKs are pivotal regulators

As SRSF6 is functionally activated by serine phosphorylation in its carboxyl-terminal RS domain, we next asked if kinases upstream of SRSF6 promote *IKBKAP*-FD exon 20 inclusion. For this purpose, we examined the effects of the following synthetic inhibitors of potential upstream SRSF kinases on *IKBKAP-*FD exon 20 recognition with our splicing reporter: TG003 for CLKs;^10,12,13^ INDY, CaNDY, and ALGERNON for dual-specificity tyrosine phosphorylation-regulated kinases (DYRKs)^31–33^ and CLKs^11^, and SRPIN340 for SRSF protein kinases (SRPKs)^34,35^. We used RECTAS and the plant cytokinin kinetin^17,36,37^ as controls with opposite effect to that expected for inhibitors of SRSF6 kinases. Treatment of cells with TG003, INDY, CaNDY, and ALGERNON at 2 and 10 µM resulted in the dose-dependent promotion of *IKBKAP*-FD exon 20 skipping (Fig. 2a, b), in contrast to the increased inclusion of exon 20 by RECTAS treatment (Fig. 2a, b), whereas the exon-inclusion effect of kinetin was considerably weaker, consistent with our prior observation^17^ (Fig. 2a, b). SRPIN340 had no effect on *IKBKAP*-FD exon 20 splicing (Fig. 2a, b). Some inhibitors of CLKs and DYRKs show cross-inhibition due to structural similarity at the ATP-binding pocket between these two kinase families^11,25,31–33,38,39^, and depletion of CLK or DYRK isoforms by RNAi was conducted to distinguish their effects. As a result, we found that the depletion of CLK isoforms inhibited *IKBKAP*-FD exon 20 recognition similarly to SRSF6-depleted cells (Fig. 2c), whereas depletion of DYRK isoforms had no effect (Fig. 2c). Moreover, overexpression of CLK1 mimicked the effect of RECTAS on the inclusion of *IKBKAP-*FD exon 20 (Fig. 2d), whereas the kinase-inactive K191M mutant of CLK1 had no effect (Fig. 2d). Dependency of RECTAS activity on CLK activities was further assessed by evaluating RECTAS response in cells under CLK inhibition. We recently reported CaNDY as a potent pan-CLK inhibitor^11^, and found that there is no exon 20 inclusion-promoting activity by RECTAS when CLKs were functionally inactivated (Fig. 2e). Moreover, we found SRSF6 overexpression also has exon 20 inclusion-promoting activity as seen in RECTAS treatment or CLK1 overexpression (DMSO conditions in Fig. 2f). However, this SRSF6 overexpression effect was also canceled when CLKs are inhibited (CaNDY conditions in Fig. 2f). These observations together support the idea that RECTAS depends on CLK1 activity for exon 20 inclusion-promoting activity. We further validated the effects of compound treatment (RECTAS, TG003, INDY, CaNDY, ALGERNON, and SRPIN340) and knockdown of SRSF6 or CLK in FD patient fibroblasts with the homozygous *IKBKAP-*FD IVS20 + 6 T > C mutation, and confirmed the increased *IKBKAP*-FD exon 20 skipping by CLK inhibition (Fig. 2g and Supplementary Fig. 1a) or depletion for SRSF6 or CLK (Fig. 2h and Supplementary Fig. 2a) for the endogenous transcripts. Primary fibroblasts without IVS20 + 6 T > C mutation of *IKBKAP* showed no exon 20 skipping following CLK inhibition (Fig. 2i and Supplementary Fig 1b) or depletion for SRSF6 or CLK (Fig. 2j and Supplementary Fig. 2b), showing the effect of RECTAS depends on the suboptimal nature of exon 20 donor sites due to IVS20 + 6 T > C (Fig. 1a). In addition, we also compared RECTAS with compounds previously reported for exon 20 inclusion promotion^40^, and we confirmed that RECTAS shows the highest activity (0.72 μM of EC_25_) over those we tested (Fig. 2k, l). Two compounds, kinetin and (−)-epigallocatechin gallate (EGCG), reached EC_25_ of RECTAS (Fig. 2k, m, n), but were 15.5- and 241-fold less potent and there was also cytotoxicity around the effective range for EGCG (Fig. 2n).

**Fig. 2:**
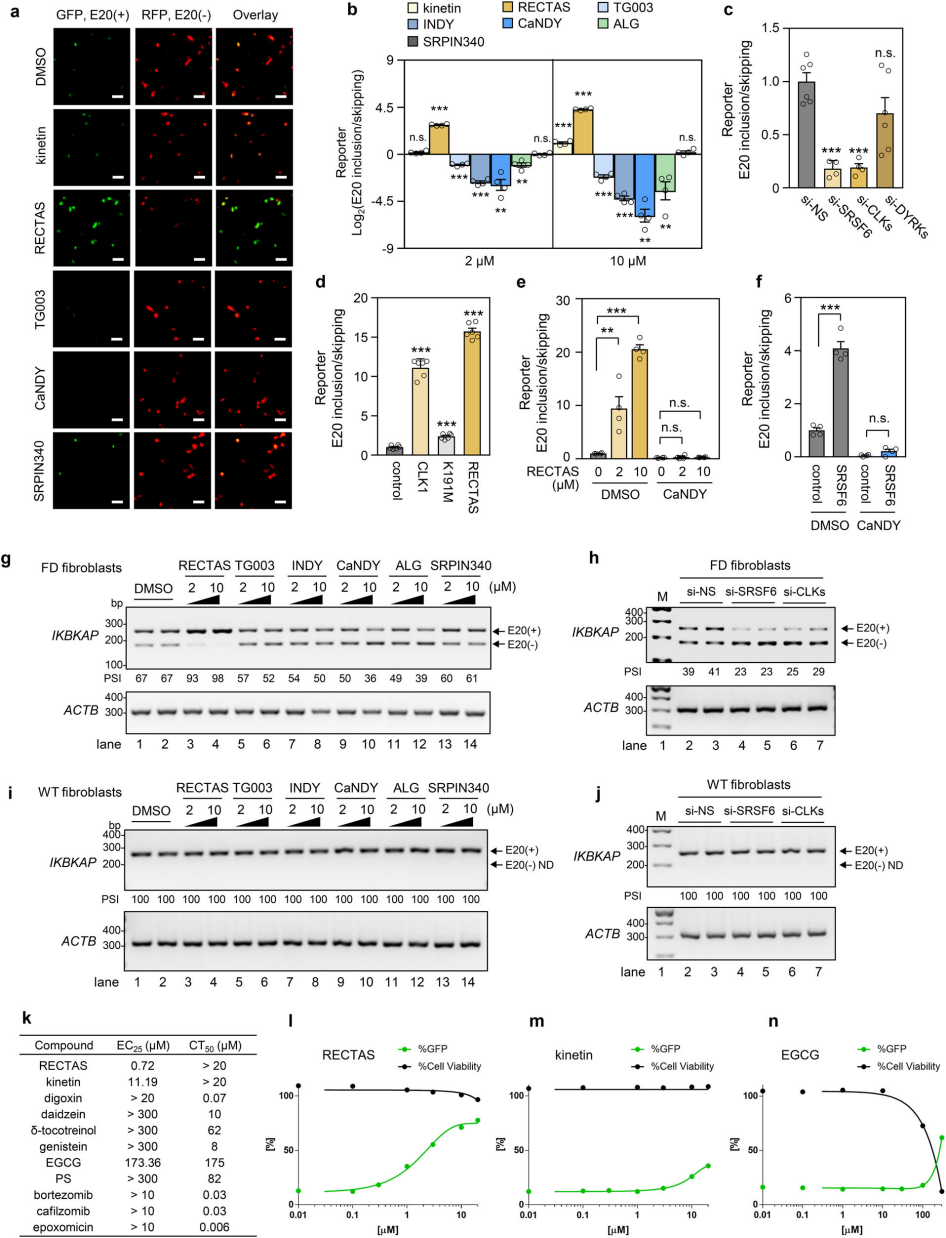
A pivotal control of *IKBKAP*-FD exon 20 splicing by RECTAS and a CLK inhibitor. **a**, **b** Microscopic images (**a**) and *IKBKAP-*FD exon 20 inclusion rates (**b**) following compound treatment (2 or 10 µM) or solvent only (0.1% DMSO) for 24 h in HeLa cells transfected with *IKBKAP*-FD reporter. ALG indicates ALGERNON in (**b**). **c** HeLa cells with *IKBKAP*-FD reporter were transfected with siRNA for si-SRSF6, si-CLKs, si-DYRKs, or si-NS for 72 h, and *IKBKAP-*FD exon 20 inclusion rates were plotted by GFP/RFP ratio. **d** *IKBKAP-*FD exon 20 inclusion was quantified by the GFP/RFP ratio of *IKBKAP*-FD reporter in HeLa cells, transfected with empty vector (control), CLK1 expression vector, or inactive mutant CLK1 (K191M) expression vector for 24 h, or treated with RECTAS (2 µM) for 24 h. **e**, **f** *IKBKAP*-FD exon 20 inclusion rates in response to RECTAS treatment for 24 h (**e**) or transfection with SRSF6 expression vector for 24 h (**f**) were quantified by GFP/RFP ratio in HeLa cells, transfected with *IKBKAP*-FD reporter with or without CaNDY treatment (10 µM, 24 h). control, empty p3XFLAG-CMV14 vector transfection in (**f**). **g**, **h** RT-PCR for *IKBKAP*-FD exon 19–21 for FD patient fibroblasts (P2) treated with compounds (2 or 10 µM) or solvent only (0.1 % DMSO) for 24 h (**g**), or transfected with si-NS, si-SRSF6, or si-CLKs for 72 h (**h**). **i**, **j** RT-PCR for *IKBKAP*-FD exon 19–21 for fibroblasts from a healthy individual (C1) treated with compounds (2 or 10 µM) or solvent only (0.1% DMSO) for 24 h (**i**), or transfected with si-NS, si-SRSF6, or si-CLKs for 72 h (**j**). **k**–**n** 25% effective concentration (EC_25_) and 50% cytotoxic concentration (CT_50_ for 72 h treatment) were shown for indicated compounds. EC_25_ was determined with %GFP of 20 µM RECTAS set to 100%. Individual plots for RECTAS (**l**), kinetin (**m**), and (−)-epigallocatechin gallate (EGCG) (**n**) are shown separately. Data from four replicates are shown in (**a**), (**b**), (**c**), (**e**), and (**f**), six replicates in (**d**), four replicates for %GFP, and three replicates for %Cell viability in (**k**–**n**). Representative data from two replicates are shown in (**g**–**j**). Columns, mean; bars, SE; n.s., *P* ≥ 0.05; *P < 0.05; **P < 0.01; ***P < 0.001 for unpaired two-tailed *t* test in (**b**) (vs. the 0.1% DMSO control) (kinetin: 2 µM, *P* = 9.2 × 10^−2^; 10 µM, *P* = 8.8 × 10^−5^; RECTAS: 2 µM, *P* = 3.2 × 10^−8^; 10 µM, 3.2 × 10^−9^; TG003: 2 µM, 2.3 × 10^−5^; 10 µM, 1.3 × 10^−5^; INDY: 2 µM, 1.5 × 10^−6^; 10 µM, 1.6 × 10^−6^; ALG: 2 µM, *P* = 4.1 × 10^−3^; 10 µM, *P* = 7.1 × 10^−3^; SRPIN340: 2 µM, *P* = 0.90; 10 µM, *P* = 0.27), (**c**) (vs. si-NS: si-SRSF6, *P* = 6.7 × 10^−5^; si-CLKs, *P* = 7.1 × 10^−5^; si-DYRKs, *P* = 0.11), (**d**) (vs. control vector: CLK1, *P* = 1.1 × 10^−9^; K191M, *P* = 1.0 × 10^−5^; RECTAS, *P* = 6.1 × 10^−12^), (**e**) (*P* = 9.0 × 10^−3^ and *P* = 3.9 × 10^−7^ for RECTAS 2 µM and 10 µM without CaNDY, and *P* = 0.53 and 0.13 for RECTAS 2 µM and 10 µM with CaNDY), and (**f**) (DMSO, *P* = 3.1 × 10^−5^; CaNDY, *P* = 8.0 × 10^−2^). E20 (+), exon 20 inclusion product; E20 (−), exon 20 skipping product in (**a**), (**g**), (**h**), (**i**), and (**j**); ND, not detectable in (**i**) and (**j**); PSI, percent spliced-in in (**g**–**j**). *IKBKAP* and *ACTB* were detected with primers oAM138 + oAM139 and oAM13 + oAM14, respectively in (**g**–**j**).

Having confirmed that CLK-dependent SRSF6 activation is required for restoration of normal splicing of *IKBKAP*-FD exon 20 by RECTAS, we then asked whether RECTAS affects the functions of CLKs and SRSF6. For this purpose, we synthesized a biotin-linked RECTAS analog (b-RECTAS) (Fig. 3a), which retained the *IKBKAP*-FD exon 20 inclusion-promoting activity, whereas biotin alone at 50 μM had no effect (Fig. 3b). We used b-RECTAS in a compound pull-down assay from HeLa cell lysates by neutravidin to evaluate its binding affinity to CLK1 and SRSF6. We found that b-RECTAS binds to CLK1 in a dose-dependent manner but not to SRSF6 (Fig. 3c). Recombinant CLK1 protein also bound to b-RECTAS in a dose-dependent manner, indicating their direct interaction (Fig. 3d). The interaction between b-RECTAS and CLK1 was effectively competed out by incubating with 500 nmol of free RECTAS (lane 6 in Fig. 3d). Western blotting for RECTAS-treated FD patient fibroblasts revealed that the SRSF6 phosphorylation was enhanced following RECTAS treatment (Fig. 3e), and this effect was detected by 6 h and disappeared by 10 h after washout of RECTAS (Fig. 3f). Since it was recently reported that several small molecules stabilize U1 snRNA-donor paring for *SMN* exon 7 through 5′-splice-site bulge repair^8^, we tested whether RECTAS has such activity on *IKBKAP* exon 20 donor site. RNA pull-down assay by *IKBKAP* exon 20 donor sequences with or without IVS20 + 6 T > C reproduced weakened affinity to U1 snRNP (detected by U1-70k and SmB/B′ subunits) by IVS20 + 6 T > C mutation (lanes 4 and 6 in Fig. 3g), whereas RECTAS had no effect on their affinity, denying its role in donor-U1 snRNA paring (lanes 5 and 7 in Fig. 3g).

**Fig. 3:**
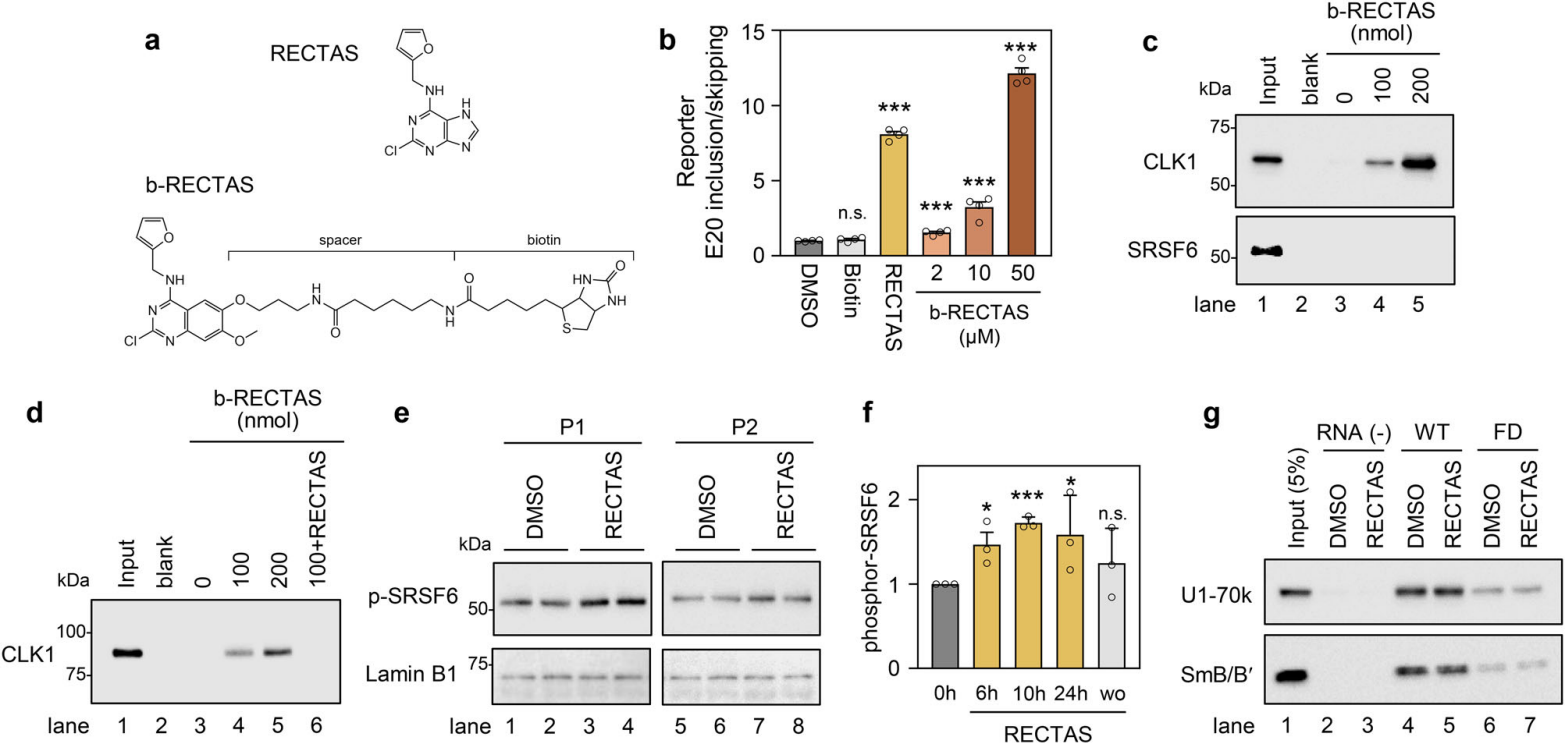
RECTAS directly interacts with CDC-like kinase 1 (CLK1), and it enhances cellular SRSF6 activity. **a** Structures of RECTAS and b-RECTAS. **b** Extent of *IKBKAP*-FD exon 20 inclusion represented by GFP/RFP ratio, following treatment with biotin (50 µM), RECTAS (2 µM), b-RECTAS (2, 10, and 50 µM), or solvent only (0.1% DMSO) for 24 h in reporter-transfected HeLa cells. **c**, **d** Western blotting of pull-down products by b-RECTAS (0, 100, or 200 nmol/reaction) for HeLa cells transfected with a flag-tagged CLK1 expression vector (**c**) or GST-tagged recombinant CLK1 (**d**). RECTAS (500 nmol) was incubated with 100 nmol b-RECTAS for the competition assay in (**d**). **e**, **f** Western blot (**e**) for phosphor SRSF6 in FD patient primary fibroblasts (P1 and P2), treated with RECTAS (10 µM) or solvent only (0.1% DMSO) for 24 h. **f** Phosphor SRSF6 in FD fibroblasts (P1) was quantified at 0, 6, 10, 24 h after RECTAS (10 µM) treatment (columns, 0 h, 6 h, 10 h, and 24 h), as well as 10 h after washout of compound following RECTAS treatment (10 µM) for 24 h (column, wo). Lamin B1 served as a loading control in (**e**). **g** Western blot for U1-70k and SmB/B’ in pull-down products with biotin-conjugated RNA surrounding IKBKAP exon 20 donor site with (oAM154) or without (oAM153) IVS20 + 6 T > C mutation (labeled as FD and WT, respectively). Pull-down was conducted in the presence of 10 µM RECTAS with 1% DMSO, or 1% DMSO only. RNA (−), control sample without RNA bait. Input, HeLa nuclear extract of 5% input amount. Representative data from four replicates were shown in (**b**). Representative data from two replicates were shown in (**c**), (**d**), and (**g**). Data from two experiments are shown in (**e**, **f**) and three experiments are shown in (**f**). Columns, mean; bars, SE; n.d. ≥0.05; *P < 0.05; ***P < 0.001 for unpaired two-tailed *t* test in (**b**) (biotin, *P* = 0.26; RECTAS, *P* = 2.5 × 10^−8^; b-RECTAS 2 µM, 5.5 × 10^−4^; b-RECTAS 10 µM, 7.5 × 10^−4^; b-RECTAS 50 µM, 9.6 × 10^−8^) and one-tailed *t* test in (**f**) (vs. the 0 h control: 6 h, *P* = 1.6 × 10^−2^; 10 h, *P* = 2.8 × 10^−5^; 24 h, *P* = 4.8 × 10^−2^; wo, *P* = 0.18). No sample was loaded in blank lanes in (**c**, **d**).

### The therapeutic effect of RECTAS in FD disease models

Having established the mechanism and target selectivity of RECTAS, we then assessed its therapeutic potential for FD, in two FD disease models: iPSC-SNs and *IKBKAP*-FD transgenic mice. As alternative splicing undergoes tissue-dependent regulation due to a varied distribution of RNA-binding proteins^41^, it is desirable to assess therapeutic potential in the context of sensory or autonomic neurons, which are affected in FD patients^18–20^. For efficient preparation of induced pluripotent stem cells-derived sensory neurons (SNs), we employed the embryoid-body method for the initial differentiation step (detailed in “Methods”). This modification resulted in higher viability and rapid derivation of the SNs (BRN3A + /TUBB3 + ) on day 12 (Fig. 4a) (see “Methods” for details). The effect of the compounds was tested by adding kinetin, RECTAS, or solvent only (0.1% dimethyl sulfoxide (DMSO)) to the culture media during the whole differentiation process. We found that 10 µM of RECTAS completely restored *IKBKAP*-FD exon 20 inclusion (lane 7 in Fig. 4b), while 10 µM of kinetin did not eliminate exon 20 skipping completely in patient iPSC-SNs (lane 6 in Fig. 4b). The effect of RECTAS on exon 20 inclusion was transient, and beginning around 2 h after the incubation and lasting for ~4 h after washout (Supplementary Fig. 3). We also examined the effect of CLK inhibition for RECTAS responsivity in iPSC-SNs. Consistent with observations in *IKBKAP-*FD reporter-transfected HeLa cells, iPSC-SNs showed impaired RECTAS activity by CLK inhibition with CaNDY treatment (Fig. 4c).

**Fig. 4:**
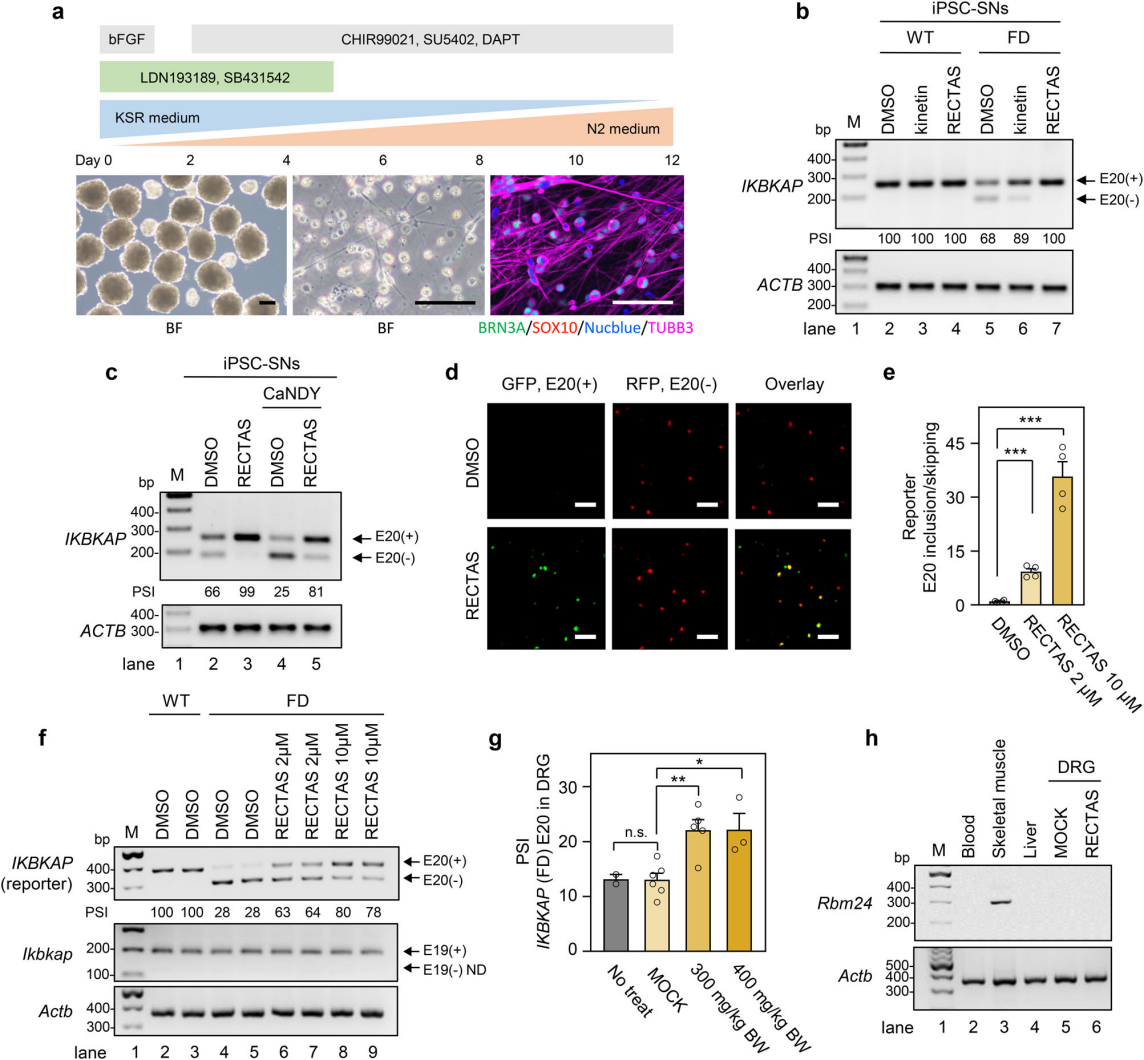
RECTAS restores *IKBKAP*-familial dysautonomia (FD) exon 20 inclusion in patient induced pluripotent stem cells-derived sensory neurons (iPSC-SNs) and transgenic mice. **a** Diagram for preparation of iPSC-SNs, showing time-course (upper), microscopic images of spheroids at day 2 (lower, left), and differentiated iPSC-SNs on day 5 (lower middle for brightfield and lower right for BRN3A/SOX10/Nucblue/TUBB3 immunocytostaining image). BF, bright field image; scale bars, 100 µm. **b**, **c** RT-PCR for *IKBKAP* exon 19–21 and *ACTB* as a loading control for differentiated iPSC-SNs from a healthy donor (WT) or FD patient (FD) on day 12 (**b**), and iPSC-SNs (day 12) treated with CaNDY (10 µM) or 0.1% DMSO for 2 h, followed by addition of RECTAS (10 µM) or 0.1% DMSO in media and subsequent incubation for 22 h (**c**). *IKBKAP* and *ACTB* were detected with primers oAM138 + oAM139 and oAM13 + oAM14, respectively. **d**, **e** Microscopic images (**d**) and quantification for the extent of *IKBKAP-*FD exon 20 inclusion (**e**), following treatment with RECTAS (10 µM for (**d**), and 2 and 10 µM for (**e**)) or solvent only (0.1% DMSO) for 24 h in neuro 2A cells transfected with the *IKBKAP-*FD reporter. Bars, 100 µm in (**d**). **f** RT-PCR for exogenous human *IKBKAP* (oAM124 + oAM126, primers designed for vector backbone) and endogenous mouse *Ikbkap* (oAM666 + oAM667, primers designed for exon 18 and 20) in neuro 2A cells transfected with *IKBKAP*-WT or -FD reporter and treated with 2 or 10 µM RECTAS or 0.1% DMSO for 24 h. *Actb* (oAM364 + oAM366) served as a loading control. **g** Quantification of PSI for *IKBKAP*-FD exon 20 in DRG from *IKBKAP-*FD-humanized transgenic mice administered RECTAS (300, or 400 mg/kg BW, p.o.) with a booster administration of the same dose at 4 h, and DRG were collected 8 h after the first administration to be applied for RT-PCR for *IKBKAP* exon 19–21 with primer set of HsIKAPRT18F + HsIKAPRT21R (*n* = 2 for no treatment, *n* = 6 for MOCK, *n* = 5 for 300 mg/kg BW RECTAS, and *n* = 3 for 400 mg/kg BW RECTAS). MOCK, control for the vehicle only. **h** RT-PCR for *Rbm24* in blood cells, skeletal muscle, and liver tissues from 2-month-old B6 mouse, as well as DRG from MOCK or RECTAS (300 mg/kg BW)-administered *IKBKAP*-FD transgenic mice. *Actb* served as a loading control. *Rbm24* and *Actb* were detected by primers Rbm24-F + Rbm24-R and oAM365 + oAM366, respectively. Data from three iPSC clones are shown in (**a**–**c**), four replicates were shown in (**d**–**e**), two replicates are shown in (**f**). Representative data from two experiments are shown in (**h**). E20 (+), exon 20 inclusion product; E20 (−), exon 20 skipping product; E19 (+), exon 19 inclusion product; E19 (−), exon 19 skipping product in (**b**), (**c**), and (**f**). Columns, mean; bars, SE; n.s., *P* ≥ 0.05; **P < 0.01; ***P < 0.001 for unpaired two-tailed *t* test in (**e**) (vs. DMSO control: 2 µM, *P* = 5.6 × 10^−5^; 10 µM, *P* = 1.5 × 10^−4^) and (**g**) (vs. MOCK control: no treat, *P* = 0.97; 300 mg/kg BW, 2.4 × 10^−3^; 400 mg/kg BW, 1.0 × 10^−2^); PSI, percent spliced-in in (**b**), (**c**), and (**f**); ND, not detectable in (**f**).

Next, we attempted to test the therapeutic potency of RECTAS in an FD mouse model. Prior to in vivo administration, we examined whether RECTAS also has an exon 20 inclusion-promotive effect in mice neural tissue culture, neuro 2A cells. We confirmed a marked induction of exon 20 inclusion in neuro 2A (Fig. 4d, e), indicating activity of RECTAS for human *IKBKAP*-FD exon 20 is retained in murine cells. RT-PCR was also confirmed for RECTAS-induced exon 20 inclusion for human *IKBKAP*-FD, without alteration in endogenous mouse *Ikbkap* exon 19 (Fig. 4f), which is homologous to exon 20 in human and lacking IVS20 + 6 T > C mutation (Supplementary Fig. 4). Then we measured the effect of per os (p.o.) administration of RECTAS, using previously established *IKBKAP*-FD transgenic mice, in which an IVS20 + 6 T > C-mutant human *IKBKAP* gene was introduced in a BAC clone, in the presence of the endogenous murine wild-type *Ikbkap*, as an asymptomatic splicing model^42^. 

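Both genes were measured in RNA-Seq libraries made from DRG of these mice, 4 from mice given vehicle (MOCK) and 4 from mice given RECTAS at 300 mg/kg BW. IKBKAP, now named ELP1, encodes the scaffold subunit of the Elongator complex, which modifies uridines at the wobble position of tRNAs. The human transgene was present in all 8 libraries, at 4.83 to 11.5 TPM (a transcript's share, scaled to a fixed total per library), beside 14.9 to 21.2 TPM for the mouse gene, listed as Elp1. Elp1 lies on chromosome 4 of GRCm38 from 56746547 to 56802569. The transgene stood at 8.86 ± 2.03 TPM (SD, n = 4) in MOCK and at 7.05 ± 1.70 TPM (SD, n = 4) after RECTAS, a difference of -1.81 TPM that did not exceed the spread between libraries (exact permutation test, two-sided, p = 0.286). Elp1 stood at 17.2 ± 1.06 TPM (SD, n = 4) in MOCK and at 17.3 ± 2.96 TPM (SD, n = 4) after RECTAS (exact permutation test, two-sided, p = 0.971). The ratio of human to mouse transcripts was 0.510 ± 0.0849 (SD, n = 4) in MOCK and 0.415 ± 0.123 (SD, n = 4) after RECTAS (exact permutation test, two-sided, p = 0.286). The smallest p that 4 libraries against 4 allow is 0.0286.
Of the 6 mouse genes of the Elongator complex, 0 changed after RECTAS at an adjusted p under 0.05 from limma, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Elp3, the catalytic subunit, stood at 47.1 ± 2.38 TPM in MOCK and 45.7 ± 3.43 TPM after RECTAS. Elp5 and Elp6, subunits of the accessory ring of the complex, had log2 fold changes of -0.12 and -0.13. A gene-level TPM adds up transcripts with and without exon 20, so these values give the amount of transcript and not its splicing. Reads in stretches shared by the human and mouse genes can be assigned to either one. The sign of the difference in mouse Elp1 level was not stable: it was -1.27 TPM without RECTAS replicate 3 and 0.825 TPM without RECTAS replicate 1.

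**Figure D1:**
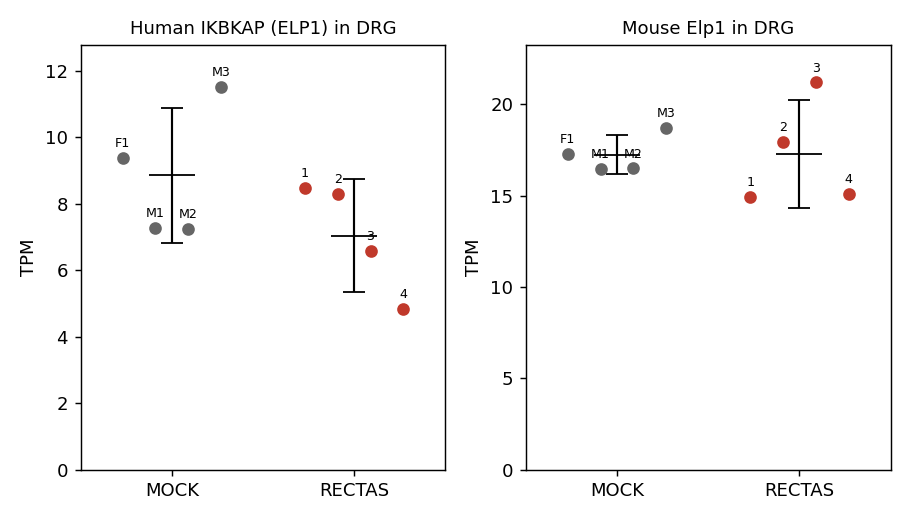
TPM of the human IKBKAP transgene (left, listed as ELP1) and of mouse Elp1 (right) in DRG. Each point is 1 library, named by its replicate; the horizontal line is the mean of the 4 libraries of a group and the bar its SD. The MOCK and RECTAS libraries overlap in both plots.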

RECTAS was orally administered at 300 or 400 mg/kg body weight (BW) with a booster administration at 4 h intervals. Eight hours after the first administration, total RNA was extracted from dorsal root ganglia (DRG) to assess the splicing profile in sensory neurons. RT-PCR revealed enhanced inclusion (about 70% increase in PSI from ~12.5 to ~22%) of *IKBKAP*-FD exon 20 following RECTAS administration at both doses in DRG (Fig. 4g). We subsequently conducted transcriptome analysis for DRG, excised from MOCK and RECTAS-treated (300 mg/kg BW) groups. 

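DRG, the clusters of sensory neuron cell bodies beside the spinal cord, were collected 8 h after the first oral dose from IKBKAP-FD transgenic mice given RECTAS (300 mg/kg BW) or its vehicle, 0.5% carboxymethyl cellulose (MOCK), with the same dose repeated at 4 h. Poly-A RNA was made into strand-specific libraries and sequenced. The values come from 4 MOCK libraries, named F1, M1, M2 and M3, and 4 RECTAS libraries, numbered 1 to 4. The paper's text gives no number of samples for the transcriptome of DRG, and no source used here says whether each library came from a single mouse, so the p-values measure the spread between these libraries. The labels give no sex for the RECTAS libraries. Xist, expressed from the inactive X chromosome, stood at 12.5 to 14.5 TPM in MOCK F1 and in RECTAS replicates 1 and 2, and at 0.01 TPM or less in the others.
The authors deposited 1 table per library with the TPM of 39770 gene symbols, mouse genes together with the human transgene. The submitters' processing notes name STAR 2.7.1a, RSEM 1.3.0 and the builds GRCm38 and GRCh38, while the paper's methods describe an earlier STAR version and GRCh38 for the splicing analysis. TPM values sum to the same total in every library and keep no read depth. The depth is therefore unknown, no counting interval is given, and a class of transcripts that takes a larger share lowers the values of the rest. Mitochondrially encoded transcripts took 24.2% of the TPM in RECTAS replicate 4 and 14.4 to 19.8% in the other libraries.
From the deposited values, log2(TPM + 1) was compared between RECTAS and MOCK with limma, two-sided, for the 13839 genes with at least 1 TPM in at least 4 of the 8 libraries. The p-values were adjusted by Benjamini-Hochberg over these genes. Fold changes on this scale understate the change of genes with low TPM. On simulated data of the same size, the procedure recovered 68.7% of 67 genes changed 1.5-fold and 95.5% of 67 genes changed 2-fold. It called 0 genes where none was changed. The simulated spread was independent between genes, with no effects shared by the genes of a library. These counts therefore do not give the rate of false calls here. The changed genes were also all in a single simulated set, and the adjustment is easier to pass where many genes change. The shares recovered therefore do not hold for a comparison with few calls, and changes of 2-fold can be missed here. Of 35 splits of the 8 real libraries into groups of 4, 4 called at least 2 genes, the real split among them. The highest of the other splits called 3.
Some libraries stood apart in transcripts of fat, of muscle or of injured neurons. Fabp4, a lipid carrier of adipocytes, stood at 642 TPM in RECTAS replicate 4 and at 1.92 to 19.3 TPM in the others, and Ucp1, the uncoupling protein of brown fat, at 153 TPM against 0.39 TPM or less. Atf3, a transcription factor induced in injured sensory neurons, stood at 95.2 TPM in MOCK M3, at 54.7 TPM in RECTAS replicate 3 and at 5.24 to 12.5 TPM in the others. Acta1, the actin of skeletal muscle, was highest in MOCK M1, at 12.3 TPM.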

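At the level of whole genes, 2 genes were higher and 0 were lower in DRG after RECTAS than in MOCK (limma, adjusted p under 0.05), while 98 were higher and 825 lower at an unadjusted p under 0.05. Ciart, a transcriptional repressor of the circadian clock (chromosome 3 of GRCm38, 95878500 to 95882257), rose from 1.52 ± 0.267 TPM (SD, n = 4) to 4.43 ± 1.24 TPM (SD, n = 4), a log2 fold change of 1.09 (standard error 0.15, adjusted p = 0.0215 from limma). Slpi, a secreted inhibitor of neutrophil serine proteases (chromosome 2, 164354070 to 164356507), rose from 2.02 ± 0.361 TPM to 4.20 ± 0.446 TPM, a log2 fold change of 0.79 (standard error 0.11, adjusted p = 0.0215 from limma). For both genes, every RECTAS library lay above every MOCK library, a separation that chance gives in either direction for 2.86% of genes and upwards for 1.43%; 38 genes were separated upwards and 487 downwards.
Among the genes with lower values, none passed the test with all 8 libraries at equal weight and no covariate. Id3, an inhibitor of basic helix-loop-helix transcription factors (chromosome 4, 136143822 to 136145392), came closest, at 142.1 ± 5.58 TPM in MOCK and 100.5 ± 11.1 TPM after RECTAS (log2 fold change -0.50, standard error 0.08, adjusted p = 0.0523 from limma). It passed without RECTAS replicate 3 (adjusted p = 0.0105 from limma), without RECTAS replicate 1 (0.0187), with weights on libraries (0.0183) and with Xist as a covariate (0.0168). In other settings Id3 was farther from a call, as without MOCK M2 (adjusted p = 0.183 from limma), without RECTAS replicate 4 (0.151) and with a common median (0.161). The next after Id3 were Rab26os, with a log2 fold change of -0.63, Dnajb1, a co-chaperone of Hsp70, at -0.42, Phgdh, an enzyme of serine synthesis, at -0.45, Fam181b at -0.45, and Apoe at -0.40. Whether the authors' counting used the strand is not given in the sources used here, so reads of Rab26os, an antisense transcript, and of Rab26 may be shared. Apoe, the apolipoprotein E of glia, was abundant, at 3189 ± 370 TPM in MOCK and 2414 ± 162 TPM after RECTAS.
Of the 18 measured genes of the circadian clock, 1 rose over all genes tested and 4 were higher when adjusted over the list alone, namely Ciart, Nr1d1, Hlf and Dbp. Nr1d1, a nuclear receptor that represses Arntl, had 4.29 ± 0.764 TPM in MOCK and 11.5 ± 4.06 TPM after RECTAS, and Dbp, a clock output factor, had a log2 fold change of 1.40. Of 15 markers of satellite glia, the cells that enwrap sensory neurons, 0 changed over all genes tested (limma; 9 were lower at an unadjusted p under 0.05) and 9 were lower when adjusted over the list alone. These include Apoe, Kcnj10, a potassium channel with a log2 fold change of -0.39, and the glial factor Sox10 at -0.43. Sox10, Plp1 and Cdh19 of this list are also expressed by Schwann cells. Of 17 markers of myelinating Schwann cells, 0 changed over all genes tested (limma; 4 were lower at an unadjusted p under 0.05) and 1, Ncmap, was lower when adjusted over the list alone. Their median log2 fold change was -0.16, beside -0.28 for the satellite glia list, and camera gave an adjusted p of 0.0202 at a preset correlation and adjusted p = 0.874 with an estimated correlation. Of 9 neutrophil genes, 0 changed over all genes tested (limma; 6 were lower at an unadjusted p under 0.05) and 5 were lower when adjusted over the list alone, among them Lcn2 (-0.83) and Camp (-0.65). The neutrophil genes were highest in MOCK M1, the library highest in skeletal muscle genes. Of 13 heat shock genes, 0 changed over all genes tested (limma; 3 were lower at an unadjusted p under 0.05) and 3 were lower when adjusted over the list alone, namely Hspa1a, Hspa1b and Dnajb1. With camera at a preset correlation between genes, the adjusted p was 1.85e-08 for a shift of the clock genes upwards, and for shifts downwards 1.08e-08 for satellite glia, 3.65e-09 for neutrophil genes and 0.0127 for heat shock genes. With an estimated correlation, camera gave adjusted p = 0.341, 0.341, 0.393 and 0.533 for these lists, so none of the calls held. By fry, the clock list moved in either direction at adjusted p = 0.0218, satellite glia at 0.0479, heat shock at 0.00175 and endothelial markers at 0.0218, and none of them moved on balance in a single direction (lowest adjusted p = 0.32). Of the 18 endothelial markers, 0 changed over all genes tested (limma; 2 were higher and 4 lower at an unadjusted p under 0.05) and 3 were lower when adjusted over the list alone, namely Ly6c1 (-0.36), Cldn5 (-0.29) and Sox17 (-0.41).
The number of calls depends on single libraries, while the log2 fold changes of Ciart and Slpi moved by less than their standard errors when any library was left out. Without RECTAS replicate 4, which carried adipocyte transcripts, they were 1.13 (standard error 0.17) and 0.75 (standard error 0.11), but the adjusted p from limma was 0.151 for both and 0 genes passed. Without MOCK M2 they were 1.02 and 0.75, with an adjusted p of 0.0679 for both from limma, and Ciart also did not pass without MOCK M1 (adjusted p = 0.0618) nor Slpi without MOCK M3 (adjusted p = 0.0548). In contrast, 19 genes changed without RECTAS replicate 3 (7 higher, 12 lower), with adjusted p = 1.54e-05 for Ciart and 0.00418 for Slpi from limma, 7 without RECTAS replicate 1 (2 higher, 5 lower) and 4 without MOCK F1 (3 higher, 1 lower). Lower genes made up 89.4% of those at an unadjusted p under 0.05, and 57.5% after a shift of the libraries to a common median. Under that shift the log2 fold changes were 1.14 for Ciart (standard error 0.15) and 0.85 for Slpi (standard error 0.13), but the adjusted p from limma was 0.161 for both and 0 genes passed.

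**Figure D2:**
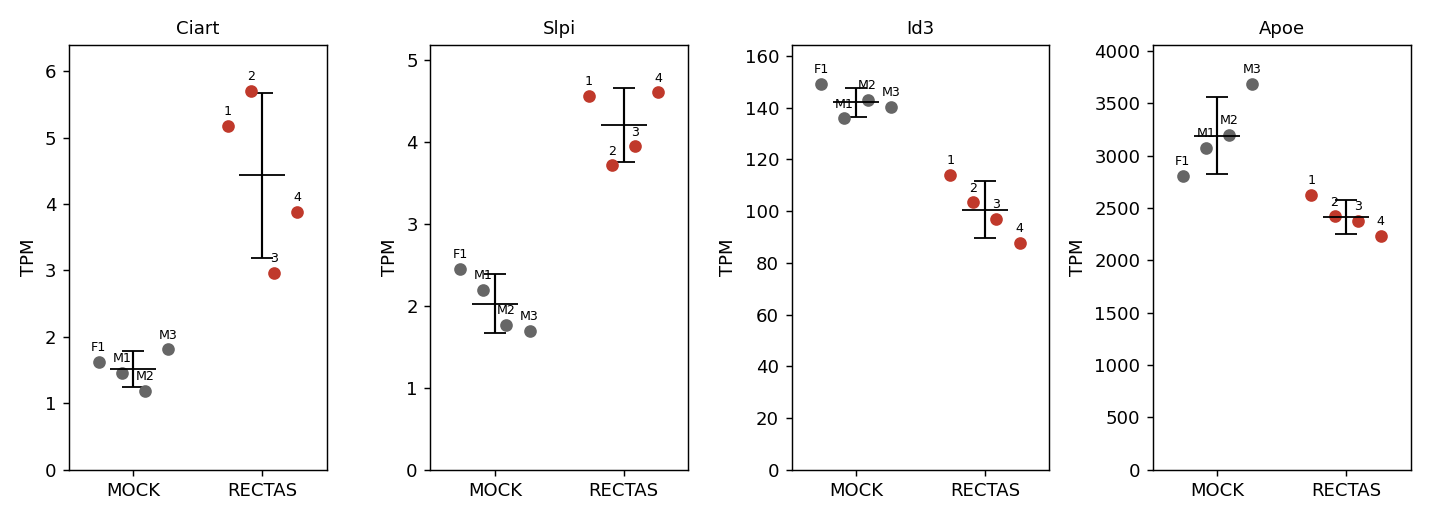
TPM of Ciart, Slpi, Id3 and Apoe in DRG, each on its own linear axis from 0. Each point is 1 library, named by its replicate, with the mean of the 4 libraries of a group as a line and their SD as a bar. The RECTAS libraries lie above the MOCK libraries for Ciart and Slpi, and below them for Id3 and Apoe, which did not pass the test (limma adjusted p = 0.0523 and 0.194).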

We found *IKBKAP*-FD exon 20 inclusion among the highly promoted exons (13th highest alterations) (Supplementary Fig. 5 and Supplementary Data 2), consistent with its selective effect in patient primary fibroblasts (Fig. 1b, c and Supplementary Data 1). Moreover, we confirmed there was no *Rbm24* expression detectable in DRG irrespective of RECTAS administration (Fig. 4h), ruling out the involvement of *Rbm24* as shown for human tissue cultures (Fig. 1d). 

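The genes that hold the altered exons were measured in total level in the same DRG libraries, since gene-level TPM cannot give the inclusion of an exon. Supplementary Data 2 lists 142 exons in 142 genes, 79 with more and 63 with less inclusion after RECTAS, and all 142 genes passed the filter on low TPM. Of these genes, 0 changed over all genes tested (limma, adjusted p under 0.05; 1 was higher and 10 were lower at an unadjusted p under 0.05) and 0 when adjusted over the list alone. The study chose this list on these samples, so the counts are not independent evidence about its members. With camera, the list did not differ from the other genes (p = 0.717 at a preset correlation, p = 0.94 with an estimated correlation). By fry, which tests a list against no change, p was 0.363 for a shift in a single direction.
The human transgene IKBKAP, whose exon 20 the paper reports at a PSI of 0.18 in MOCK and 0.4 after RECTAS, had a log2 fold change in total level of -0.30 (standard error 0.18, adjusted p = 0.841 from limma). In the paper's table, 13 exons had a larger increase in inclusion than exon 20, whose dPSI is 0.22. The largest increases, 0.37 in the paper's table, are in Afmid, a kynurenine formamidase, and in Adgrb2, an adhesion receptor. Afmid stood at 3.53 ± 0.599 TPM (SD, n = 4) in MOCK and 3.40 ± 0.202 TPM (SD, n = 4) after RECTAS, and Adgrb2 at 3.85 ± 0.339 and 3.52 ± 0.827 TPM. The exon of Afmid lies on chromosome 11 of GRCm38 from 117834767 to 117834852 and is coding, with 86 bases; that of Adgrb2 lies on chromosome 4 from 130014935 to 130015033 and is coding, with 99 bases. The exons of Irgm1 and Wnk2 follow with a dPSI of 0.29 in the paper's table, and the total levels of these genes had log2 fold changes of 0.01 and -0.12. At the other end, the exon of Zfp12 has a dPSI of -0.39 in the paper's table, and the gene stood at 7.40 ± 0.734 TPM in MOCK and 6.96 ± 0.649 TPM after RECTAS. Creb1, a transcription factor that responds to cAMP, has a dPSI of -0.29 in that table and a log2 fold change of -0.13. The host genes with the lowest p, none of which passed, were Banp (-0.52), Ly6c1 (-0.36) and Anks3 (-0.34), named after their values were seen.
Across the 142 genes, the log2 fold change of the gene did not go with the paper's dPSI of its exon (Spearman's rho = -0.0533, permutation p = 0.529; Pearson's r = -0.0250, permutation p = 0.768, both two-sided). In the other settings of this relation, Spearman's rho ran from -0.0690 with a pseudocount of 0.1 (permutation p = 0.415) to -0.0145 with at least 5 TPM (permutation p = 0.872). No other relation of its kind was computed, and genes are not independent replicates. From the PSI values, the paper states that IKBKAP-FD exon 20 was among the highly promoted exons, and it relates this to the selective effect seen in patient fibroblasts.

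**Figure D3:**
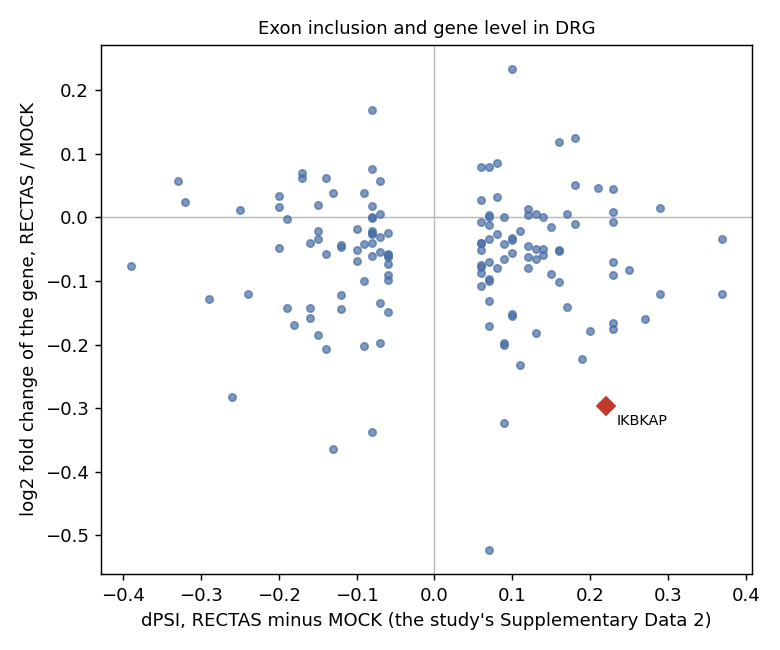
Change in inclusion of each altered exon (horizontal axis, the dPSI of Supplementary Data 2, RECTAS minus MOCK) and log2 fold change in total level of its gene (vertical axis, on log2(TPM + 1)). Each point is 1 of the 142 genes, and the diamond is the human transgene IKBKAP, at a dPSI of 0.22 and a log2 fold change of -0.30. The points show no slope (Spearman's rho = -0.0533).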

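In the DRG libraries of MOCK and RECTAS-treated mice, Rbm24 was below 1 TPM in every library. Rbm24, which encodes an RNA-binding splicing factor of muscle, lies on chromosome 13 of GRCm38 from 46418102 to 46431099. It stood at 0.1325 ± 0.0330 TPM (SD, n = 4) in MOCK and at 0.1075 ± 0.0395 TPM (SD, n = 4) after RECTAS (exact permutation test, two-sided, p = 0.371). The value was above 0 in all 8 libraries, from 0.06 to 0.18 TPM, and 18221 of the 26386 genes with a mean above 0 had a higher mean. Actb, the loading control of the RT-PCR, had a mean of 819 TPM. Rbm24 was below the filter of 1 TPM and did not enter the limma test.
Muscle transcripts were present at low levels in some libraries. Acta1, the actin of skeletal muscle, stood at 12.3 TPM in MOCK M1 and 7.08 TPM in RECTAS replicate 1, and Ckm, the creatine kinase of muscle, at 9.08 and 4.22 TPM. Rbm24 stood at 0.18 and 0.09 TPM in these libraries. As the files hold TPM without read counts, it is not known how many reads stand behind a value of 0.06 to 0.18 TPM.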

Finally, we assessed the preclinical profile of RECTAS, checking for effects on body weight change and food consumption, as well as conducting necropsy and hematology tests, both after single p.o. administration (0, 100, 300, 1000 mg/kg BW) and 14-day repetitive p.o. administration (0, 40, 200, and 1000 mg/kg BW/day) (Supplementary Table 1). There was no genotoxicity for RECTAS in the micronucleus and Ames tests (Supplementary Table 1). These preclinical data together indicate that there was no anticipated adverse effect associated with RECTAS administration, assumingly due to its high target selectivity for *IKBKAP*-FD exon 20 (Fig. 1b, c and Supplementary Fig. 5).

## Discussion

Recent studies revealed that the prevalence of splicing mutations is much higher than previously thought, as ~30–50% of disease-associated mutations are estimated to cause abnormal splicing^43,44^, and the total number is further increasing due to the identification of deep-intronic splicing mutations through recent whole-genome sequencing and transcriptome analysis^13,45–48^. Therefore, an innovative therapeutic strategy to target misregulation of splicing is urgently needed. Small-molecule compounds that target *trans*-acting splice factors offer an opportunity to systematically target a particular set of mis-splicing events that are regulated by a similar splicing context. In this study, we identified alternative exons that show a dependency on a subset of SRSFs and CLK kinases are rational targets for selective manipulation in both promotive and suppressive ways (Fig. 5). Our data indicate that enhanced SRSF6 activity is a crucial aspect of the splicing environment induced by RECTAS treatment, and the requirement of CLKs in this process suggests that the direct interaction of RECTAS with CLK1 (Fig. 3c, d) sterically activates cellular CLK1. As a precedent for PDK1, the regulatory kinase of AGC kinases, there is an allosteric small-molecule activator that binds to the HM/PIF-pocket to induce a conformational change^49^. We assume that RECTAS binding modifies the intramolecular conformation of CLK1 to promote its catalytic activity or provide accessibility of a signal mediator upstream of CLK1. Understanding the binding mode of RECTAS to CLK1 and the activating pathway for CLKs in the context of suboptimal donor RNA recognition by SRSF6 will provide further insights into this regulation.

**Fig. 5:**
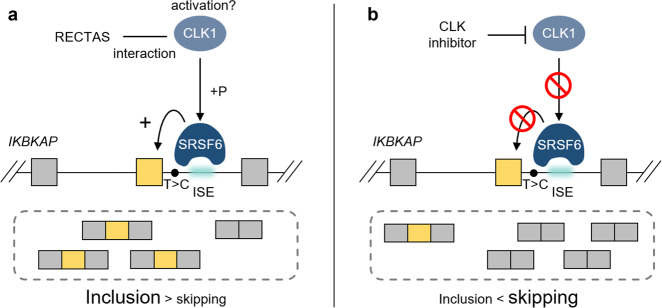
Diagram for bidirectional control of *IKBKAP*-FD exon 20 by small molecules. **a** SRSF6 binding at the ISE is a major factor in the therapeutic splicing environment induced by RECTAS treatment. The requirement of CLK1 for this process and the direct interaction between CLK1 and RECTAS implies a steric effect for the activation of cellular CLK1. **b** For its dependence on CLK1 and SRSF6 for recognition, *IKBKAP-*FD exon 20 splicing can be controlled in a reverse direction by CLK inhibitor treatment.

We found that RECTAS p.o. administration of 200–300 mg/kg BW for 8 h achieved ~22% PSI for exon 20 in DRG of *IKBKAP-*FD transgenic mice, versus ~12.5% baseline PSI in mock or untreated controls (Fig. 4g). In the recent report from Morini et al.^50^, as little as ~12.5% of *IKBKAP* exon 20 PSI (versus ~10% baseline) by kinetin administration (200 mg/kg BW/day in the diet for 6 months) was sufficient for the phenotypic rescue of sensory loss. Though these data were obtained with different transgenic mice and cannot be directly compared, we expect that RECTAS should exhibit higher therapeutic efficacy in vivo than kinetin, which already completed a phase 1 clinical trial in FD patients (NCT02274051 in ClinicalTrials.gov). Kinetin has been reported to have high target selectivity in FD patient fibroblasts, and our study revealed a similar target-selective profile for RECTAS. Other RECTAS-responsive exons, such as *TATA-box binding protein associated factor, RNA polymerase I subunit A* (*TAF1A*) exon 4 and *par-3 family cell polarity regulator* (*PARD3*) exon 21 (Supplementary Data 1) had no apparent effect on cell viability. Presumably, this is because alternative splicing occurs physiologically for most genes, and the safety profile determined in preclinical tests further confirmed that RECTAS is well-tolerated in rodents. In addition, we confirmed the higher activity of RECTAS than previously reported *IKBKAP* splice modifiers in a reporter assay (Fig. 2k), which further highlights the efficient activity of RECTAS for *IKBKAP*-FD exon 20 inclusion. These observations together suggest that RECTAS may prove to be a potent agent for the treatment of FD, and ongoing medicinal chemistry indicates further improvement in potency.

Searching in existing databases, there are numerous splicing mutations that resemble the context of *IKBKAP-*FD exon 20. For example, a splicing mutation in the *potassium voltage-gated channel subfamily Q member 1* (*KCNQ1*), which is responsible for congenital long QT syndrome type I, has a similar splice enhancer motif, and the impaired exon of *KCNQ1* is also manipulated bidirectionally in a similar manner as *IKBKAP* IVS20 + 6 T > C (our unpublished observations). The opportunity for bidirectional regulation by CLK inhibitors and agonists offers a strategic approach for individual splicing contexts, as promoting recognition of a target exon, on the one hand, provides a therapeutic effect for splicing mutations like the IVS20 + 6 T > C mutation of *IKBKAP*, whereas inhibition of a target exon, on the other hand, offers a therapeutic opportunity for splice-site-creating splicing mutations, as we previously demonstrated the therapeutic effects of CLK inhibitors in EDA-ID with the IVS6 + 866 C > T mutation of *NEMO*^13^ and cystic fibrosis with the c.3849 + 10 kb C > T mutation of *CFTR*^11^. CLK-targeting strategies may also become increasingly relevant, as recent whole-genome and transcriptome analyses highlighted the widespread presence of deep-intronic mutations that lead to the creation of cryptic pseudoexons^13,45–48^.

In addition, numerous splicing mutations have also been identified in recent cancer genomics studies^51,52^, although their individual contributions to malignancy remain largely unknown. CLK inhibitors (e.g., T-025^53^ and SM08502^54^) and SRPK inhibitors (e.g., SPHYNX^55,56^, SRPIN340^35^, and SRPKIN-1^57^) described by other groups and us were recently reported to have anti-cancer activity in several cancer types. Moreover, small-molecule compounds that target the essential splice factor SF3B, such as spliceostatin A and E7107^58,59^, have shown efficacy in leukemia models harboring mutations in the same or different *trans*-acting splice factors, namely *SF3B1*, *SRSF2*, or *U2AF35*, which sensitize the cells to the inhibitors^60–63^, though inhibition of SF3B also evokes global intron retention and cytotoxicity. In this regard, targeting CLKs by RECTAS, with a target selectivity sufficient for a favorable safety profile in preclinical tests, may provide an alternative therapeutic strategy to target cancer cells with vulnerable splicing machinery or CLK-dependent causal splicing misregulation.

Overall, our current observations with *IKBKAP-*FD exon 20 not only highlight RECTAS as a potential therapeutic agent for FD but also suggest the feasibility of chemical control of disease-associated missplicing by manipulating the splicing environment composed of SRSFs and CLKs in target cells. Facing the increasing prevalence of splicing mutations associated with human diseases, mechanism-oriented precision medicine for missplicing, as exemplified by this study, may provide a new framework for targeting such splicing diseases.

## Methods

### Cell lines

HeLa cells were obtained from the Japanese Collection of Research Bioresources (JCRB) Cell Bank of the National Institutes of Biomedical Innovation, Health and Nutrition (NIBIOHN) (JCRB9004) (Osaka, Japan) and cultured in Dulbecco’s modified Eagle medium (DMEM) (Bibco of Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum, 100 U/mL penicillin, and 100 µg/mL streptomycin. Neuro 2A cells were obtained from JCRB Cell Bank of NIBIOHN (IFO50081), and cultured in DMEM (GIBCO of Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 1× GlutaMAXI (GIBCO of Thermo Fisher Scientific), 10% fetal bovine serum, 100 U/mL penicillin, and 100 µg/mL streptomycin. Fibroblasts from 19- and 26-year-old male patients with FD were provided by Coriell Institute (Camden, NJ, USA) (GM02342 (P1) and GM00850 (P2), respectively) and cultured in DMEM supplemented with 15% fetal bovine serum, 100 U/mL penicillin, and 100 µg/mL streptomycin. Primary fibroblasts from healthy donors (36-year-old male (TIG-114, C1) and 40-year-old female (TIG-108, C2)) were obtained from JCRB Cell Bank of NIBIOHN, and cultured in DMEM supplemented with 10% fetal bovine serum, 100 U/mL penicillin, and 100 µg/mL streptomycin. All cells were maintained in a cell incubator at 37 °C with 5% CO_2_. The tissue culture study was conducted under ethical approval by the ethics committee of Kyoto University Graduate School and Faculty of Medicine.

### iPSCs

Control- and patient-derived iPSCs C1 and M1 were established previously^24,64^. iPSCs were maintained on Matrigel (Corning, #354277) as colonies in mTeSR1 medium (STEMCELL Technologies, #85850), according to the manufacturer’s protocol. iPSC-SNs were prepared following a published protocol^24^ with several modifications; the undifferentiated iPSCs were trypsinized to single cells and re-aggregated on AggreWell 800 plates (STEMCELL Technologies, 34815) in Primate embryonic stem cell medium (REPROCELL, RCHEMD001) with bFGF (5 ng/mL, WAKO, 062-06661) and Y-27632 (10 µM, 036-24023). On day 5, spheroids were transferred to Matrigel-coated cell culture plates and differentiated further. The medium was gradually changed to DMEM/F12 supplemented with N2 supplement, nonessential amino acids, and Glutamax supplement in the presence of LDN-193189 0.1 µM and SB431542 10 µM (Repro-nLS, Cellagen Technology, K6570-500) for days 0–4 and CHIR99021 3 µM, DAPT 10 µM, and SU5402 10 µM (n3i, Cellagen Technology, K6571-500) for days 2–11. On day 12, the medium was changed to a 1:1 mixture of the above N2 medium and Neurobasal medium supplemented with B27 supplement, and with brain-derived neurotrophic factor 10 ng/mL, glia-derived neurotrophic factor 10 ng/mL, and dbcAMP 1 mM for maturation. For immunocytochemistry, cells were fixed with 4% paraformaldehyde for 15 min, permeabilized with 0.1% Triton X-100 in D-PBS (−) for 15 min, and blocked with 3% bovine serum albumin (BSA) in D-PBS (−) for 1 h. Then the cells were incubated with primary antibodies in 3% BSA in D-PBS (−) for 2 h, followed by visualization with appropriate secondary antibodies. The nuclei were counterstained with Hoechst 33342 (Thermo Fisher Scientific). Experiments using iPSCs were conducted under ethical approval by the ethics committee of Kyoto University Graduate School and Faculty of Medicine.

### Antibodies

The following antibodies were used for Western blotting: anti-U1-70k mouse monoclonal antibody (9C4.1) (05-1588, Merk Millipore, Burlington, MA) at 1:500; anti-SmB/B′ mouse monoclonal antibody (Y12) (MA5-13449, Thermo Fisher Scientific) at 1:500; anti-CLK1 rabbit polyclonal antibody (ARP52021_P050, Aviva systems biology, San Diego, CA) at 1:500; anti-CLK2 rabbit polyclonal antibody (ab65082, Abcam, Cambridge, UK) at 1:500; anti-CLK3 rabbit polyclonal antibody (3256, Cell Signaling Technology, Danvers, MA) at 1:500; anti-CLK4 rabbit polyclonal antibody (ab104321, Abcam) at 1:500; anti-β-actin mouse monoclonal antibody (Ac-15) (sc-69879, Santa Cruz Biotechnology, Dallas, TX) at 1:4000; anti-SR protein (1H4G7) mouse monoclonal antibody (33–9400, Thermo Fisher Scientific) at 1:200 for phosphorylated SR proteins; anti-Lamin B1 (EPR8985) rabbit monoclonal antibody (ab133741, Abcam, Cambridge, UK) at 1:500. The following antibodies were used for immunocytostaining: anti-OCT4 rabbit monoclonal antibody (T.631.9) (MA5-14845, Thermo Fisher Scientific) at 1:400, anti-SSEA4 mouse monoclonal antibody (MC-813-70) (MA1-021, Thermo Fisher Scientific) at 1:500, anti-SOX10 rabbit monoclonal antibody (EPR4007) (ab155279, Abcam) at 1:250, anti-BRN3A mouse monoclonal antibody (5A3.2) (MAB1585, Merck Millipore) 1:200, and anti-beta III tubulin (TUBB3) rabbit monoclonal antibody (EP1569Y) (ab52623, Abcam) 1:500. Counterstaining was done with NucBlue cell stain (Thermo Fisher Scientific).

### Compounds

Kinetin was purchased from Nacalai Tesque (Tokyo, Japan). (−)-epigallocatechin gallate (EGCG), daidzein, genistein, epoxomicin, and bortezomib were purchased from FUJIFILM Wako Pure Chemical (Osaka, Japan). δ-tocotrienol was produced by LKT Laboratories, Inc. (St. Paul, MN). Phosphatidylserine was produced by Larodan Fine Chemicals AB (Solna, Sweden). Digoxin was produced by Cayman Chemical (Ann Arbor, MI). Carfilzomib was purchased from Cell Signaling Technology. b-RECTAS was synthesized in-house from RECTAS. Compound stock solutions were prepared with DMSO, except for phosphatidylserine, which was dissolved in chloroform:methanol solution (95:5 %volume).

### *IKBKAP* (IVS20+6T>C) humanized mice

The *IKBKAP* (IVS20 + 6 T > C) transgenic mouse strain used in this study was obtained from Drs. Pickel and Slaugenhaupt^42^. Mice were bred in the light/dark cycle of 12 h/12 h, 40–60% humidity and 69–72 °F temperature. RECTAS in suspension with 0.5% carboxymethyl cellulose was administered to more than 8-week-old mice p.o. at a dose of 300 or 400 mg/kg BW. Four hours later, an equivalent booster dose was given, and after another 4 h, the mice were euthanized and RNA extraction from dorsal root ganglia was performed. Extracted RNA was further analyzed by RT-PCR to measure the PSI value for exon 20 inclusion of *IKBKAP*. An animal study using *IKBKAP* (IVS20 + 6 T > C) mice was conducted under ethical approval by Cold Spring Harbor Laboratories.

### Reverse transcription-coupled polymerase chain reaction (RT-PCR)

Total RNA purification was conducted by direct-zol RNA miniprep (zymo research, Irvine, CA) or RNeasy mini kit (Hilden, Germany) from a cell line or homogenized tissue block of C57BL/6 mouse in TRIzol (Thermo Fisher Scientific). Blood total RNA from C57BL/6 mouse was extracted by NucleoSpin RNA blood column (Macherey-Nagel, Dueren, Germany), followed by addition of TRIzol (Thermo Fisher Scientific) and another round of purification by direct-zol RNA miniprep (zymo research). Total RNAs from human liver (No. 636531), kidney (No. 636529), lung (No. 636524), heart (No. 636532), and skeletal muscle (No. 636534) were purchased from Takara Bio (Shiga, Japan). For RT-PCR, total RNA was applied for reverse transcription by PrimeStar Reverse Transcriptase (Takara Bio) with random hexamers, and the resulting products were amplified with ExTaq DNA polymerase (Takara Bio) with target-specific primer sets. Primers used for RT-PCR are listed in Supplementary Table 2. Detection was conducted with ChemiDoc MP Imaging System (Bio-Rad, Hercules, CA) and analyzed by Image Lab software (6.0.1) (Bio-Rad).

### RNAi

RNAi was conducted by lipofection of small interfering RNA (siRNA) (Silencer Select siRNA, Ambion of Thermo Fisher Scientific) targeting human SRSF1 (siRNA ID, s12725), SRSF2 (siRNA ID, s12728), SRSF4 (siRNA ID, s12735), SRSF6 (siRNA ID, s12741), SRSF7 (siRNA ID, s12743), SRSF8 (siRNA ID, s21495), SRSF9 (siRNA ID, s16546), SRSF10 (siRNA ID, s57794), SRSF11 (siRNA ID, s17770), SRSF12 (siRNA ID, s43932), CLK1 (siRNA ID, s3162), CLK2 (siRNA ID, s3165), CLK3 (siRNA ID, s3169), CLK4 (siRNA ID, s32988), DYRK1A (siRNA ID, s4400), DYRK1B (siRNA ID, s17490), DYRK2 (siRNA ID, s16027), and DYRK3 (siRNA ID, s16026) and a non-specific control (si-NS) (siRNA ID, 4390843) as a negative control. For simultaneous knockdown of CLK isoforms and DYRK isoforms, mixture of siRNAs targeting CLK1, 2, 3, and 4 and DYRK1A, 1B, 2, and 3 were transfected, respectively. siRNA transfection was conducted using Lipofectamine RNAiMAX (Thermo Fisher Scientific) with a final concentration of each siRNAs in the culture medium set to 100 nM. Knockdown effects at the protein level were confirmed for siRNAs targeting SRSF6, CLK1, CLK2, CLK3, and CLK4 (Supplementary Fig. 6).

### Dual-fluorescence reporter system for splicing evaluation

We previously constructed the SPREADD reporter system for *IKBKAP* IVS20 + 6 T > C^17^, in which the splicing extent of *IKBKAP* exon 20 was quantified by the ratio of green fluorescent protein (GFP) and red fluorescent protein (RFP). For the reporter assay, the *IKBKAP* IVS20 + 6 T > C splicing reporter vector was transfected into HeLa cells (0.1 × 10^6^ cells/well, seeded in a 12-well plate) with Lipofectamine 2000 transfection reagent (Thermo Fisher Scientific) and changed to fresh media at 4–5 h after transfection to be incubated with or without compounds for 24 h before sample preparation or fixation with 4% paraformaldehyde in phosphate-buffered saline (pH 7.4). Fixed cells were then scanned with a BZ-X710 fluorescence microscope (Keyence, Osaka, Japan), and analyzed for fluorescence intensities with a hybrid-cell count software of BZ-X analyzer (1.4.0.1) (Keyence). The resulting GFP/RFP fluorescence ratio was then plotted to indicate the relative extent of *IKBKAP* exon 20 inclusion.

### RNA pull-down assay and Western blot

Lysate for HeLa cell or primary fibroblasts lysate was prepared in lysis buffer (10 mM Tris-HCl; pH 7.4), 150 mM NaCl, 1 mM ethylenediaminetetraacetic acid, 1% Triton X-100, 0.1% sodium dodecyl sulfate, 0.25% sodium deoxycholate, and 10% glycerol with protease-inhibitor (Nacalai Tesque) and phosphatase-inhibitor (Sigma Aldrich)), followed by sonication, treatment with DNase I (Promega, Madison, WI) at 37 °C for 5 min, and centrifugation (18,500×*g* at 4 °C for 15 min). The supernatant was used as a soluble fraction for RNA pull-down assay and western blot. For western blot, soluble fraction was dissolved in Laemmli buffer and separated in 5–20% Tris-glycine polyacrylamide gel (FUJIFILM Wako Pure Chemical). Separated proteins were then transferred to the PVDF membrane, and processed for blocking with 5% skim milk in Tris-buffered saline and incubation with antibody. For RNA pull-down assay, 5′-biotin, 3′-dTdT-attached RNAs (5′-UUGGACAAGUAAGUGCCAUUGUACU-3′ (oAM153) for the *IKBKAP* exon 20 donor region of reference sequence, 5′-UUGGACAAGUAAGCGCCAUUGUACU-3′ (oAM154) for the *IKBKAP* exon 20 donor region with IVS20 + 6 T > C mutation, 5′-UUGUACUGUUUGCGACUAGUUAGCU-3′ (oAM155) for the site-a, 5′-GUUAGCUUGUGAUUUAUGUGUGAAG-3′ (oAM156) for the site-b, 5′-AAGACAAUAAGUAUUUUAUUACAAU-3′ (oAM209) for the site-c, and 5′-GUUAGCUUGUGAUUUAUAUACAAAG-3′ (oAM167) for the site-b(mt)) were incubated with HeLa cell lysate (for oAM155, oAM156, oAM209, and oAM167) or HeLa nuclear extract (for oAM153 and oAM154) in presence of 1% DMSO or 10 μM RECTAS (CILBIOTECH, s.a., Mons, Belgium) for 16 h with rotation at 4 °C, followed by washing with Tris-buffered saline three times and eluting with Laemmli buffer. Eluted proteins were then analyzed by Western blotting. Detection was conducted with ChemiDoc MP Imaging System (Bio-Rad) and analyzed with Image J (1.52a)^65^.

### Compound pull-down assay

b-RECTAS was synthesized as a RECTAS analog with *IKBKAP* exon 20-targeting activity with covalent biotin labeling. The resulting b-RECTAS was used for the compound pull-down assay with neutravidin beads. Neutravidin beads were incubated with 0, 100, or 200 nM of biotin-conjugated RECTAS for 2 h at 4 °C. Following washing with Tris-buffered saline (pH 7.4), the biotin-RECTAS-bound beads were then incubated with HeLa cell lysate or GST-CLK1 recombinant protein expressed in Sf9 insect cells (ProQinase, Freiburg, Germany) for 16 h at 4 °C. For competition assays, 100 nmol RECTAS was incubated during the protein binding step, followed by washing and eluting with Laemmli buffer. Eluted samples were analyzed by western blotting.

### Cell viability assay

For cell viability assay, HeLa cells were seeded in a 96-well plate in triplicate and incubated with compounds for 72 h. Cell viability was measured by WST-8 assay using Cell Counting Kit-8 (Dojindo, Kumamoto, Japan). Absorbance at 450 nm was measured with ARVO X5 multimode plate reader (Perkin Elmer, Waltham, MA).

### RNA-Seq

Total RNA was extracted from FD patient fibroblasts or DRG from *IKBKAP* (IVS20 + 6 T > C) transgenic mice, using TRIzol (Thermo Fisher Scientific) with DNase treatment. For FD patient fibroblasts, total RNA (2.5 µg) was poly-A purified with a Dynabeads mRNA DIRECT Micro Kit (Thermo Fisher Scientific), and used for library preparation with an Ion Total RNA-seq Kit v2 (Thermo Fisher Scientific). Single-end sequencing was performed on an Ion Proton System (Thermo Fisher Scientific). For DRG from *IKBKAP* (IVS20 + 6 T > C) transgenic mice, total RNA (0.6–0.7 µg) was poly-A purified and the library was prepared with TruSeq stranded mRNA library kit (Illumina, Inc. San Diego, CA). RNA-Seq was then conducted with NovaSeq 6000 (Illumina, Inc.), and Real-Time Analysis (RTA) 1.9 software (Illumina, Inc.) was applied for primary data processing. Sequence reads were split into 60-base fragments from the 5′ end and mapped to the human genome (GRCh38) with STAR (ver. 2.4.1d), using the Ensemble annotation GRCh38.94 as reference. ^66^ Sequence reads with average Phred quality scores lower than 17, and those from rRNA, tRNA, snRNA, snoRNA, or repetitive elements in the Repbase database^67^ were eliminated. To calculate the PSI values, we used all internal exons from representative variants for each gene selected based on the nucleotide sequences of variants and coding sequences in UniProt^68^. The PSI value of the exon (*n*) was calculated as the number of junction reads of exon (*n* − 1) and (*n*) divided by the sum of junction reads of exon (*n* − 1) and (*n*) and exon (*n* − 1) and (*n* + 1). For analysis of FD patient fibroblasts, PSI values obtained from patient fibroblasts P1 and P2 were averaged, and exons with more than 15 reads per million junction read for the sum of their skipping forms and inclusion forms in DMSO and/or RECTAS-treatment conditions were used for the analysis. The Sashimi plots were generated using an Integrated Genomic Viewer (ver. 2.8.0)^69^. The RNA-seq data were deposited at the National Bioscience Database Center database for patient fibroblasts (accession: hum0180), and at the Gene Expression Omnibus of the National Center for Biotechnology Information for transgenic mice (accession: GSE161109).

### Statistics

The student’s *t* test was used to determine the statistical difference between the two groups, and *P* values <0.05 were considered statistically significant. Regression analysis for determination of EC_50_ and CT_50_ was conducted by GraphPad Prism 7.05. (GraphPad Software, San Diego, CA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

supplementary information

supplementary data 1

supplementary data 2

Description of Additional Supplementary Files

Reporting Summary

Peer Review File

## Data Availability

All relevant data are available from the authors. The original RNA-seq data were deposited at the National Bioscience Database Center database with the accession ID hum0180 for patient fibroblasts, and at the Gene Expression Omnibus of the National Center for Biotechnology Information for transgenic mice with the accession ID GSE161109. The Repbase database is available at https://www.girinst.org/repbase/. GRCh38 human reference genome and Ensemble annotation GRCh38.94 are available from the Ensembl database (https://ensembl.org). Source data are provided with this paper.

## Source data

source data

## References

[1] Hua Y, Vickers TA, Okunola HL, Bennett CF, Krainer AR (2008). Antisense masking of an hnRNP A1/A2 intronic splicing silencer corrects SMN2 splicing in transgenic mice. Am. J. Hum. Genet..

[2] Finkel RS (2017). Nusinersen versus sham control in infantile-onset spinal muscular atrophy. N. Engl. J. Med..

[3] Mercuri E (2018). Nusinersen versus sham control in later-onset spinal muscular atrophy. N. Engl. J. Med..

[4] Naryshkin NA (2014). Motor neuron disease. SMN2 splicing modifiers improve motor function and longevity in mice with spinal muscular atrophy. Science.

[5] Ratni H (2018). Discovery of risdiplam, a selective survival of motor neuron-2 (SMN2) gene splicing modifier for the treatment of spinal muscular atrophy (SMA). J. Med. Chem..

[6] Sivaramakrishnan M (2017). Binding to SMN2 pre-mRNA-protein complex elicits specificity for small molecule splicing modifiers. Nat. Commun..

[7] Wang J, Schultz PG, Johnson KA (2018). Mechanistic studies of a small-molecule modulator of SMN2 splicing. Proc. Natl Acad. Sci. USA.

[8] Campagne S (2019). Structural basis of a small molecule targeting RNA for a specific splicing correction. Nat. Chem. Biol..

[9] Ohe K, Hagiwara M (2015). Modulation of alternative splicing with chemical compounds in new therapeutics for human diseases. ACS Chem. Biol..

[10] Muraki M (2004). Manipulation of alternative splicing by a newly developed inhibitor of Clks. J. Biol. Chem..

[11] Shibata, S., Ajiro, M. & Hagiwara, M. Mechanism-based personalized medicine for cystic fibrosis by suppressing pseudo exon inclusion. *Cell Chem. Biol.*10.1016/j.chembiol.2020.08.013 (2020).10.1016/j.chembiol.2020.08.01332905759

[12] Nishida A (2011). Chemical treatment enhances skipping of a mutated exon in the dystrophin gene. Nat. Commun..

[13] Boisson B (2019). Rescue of recurrent deep intronic mutation underlying cell type-dependent quantitative NEMO deficiency. J. Clin. Investig..

[14] Kuroyanagi H, Kobayashi T, Mitani S, Hagiwara M (2006). Transgenic alternative-splicing reporters reveal tissue-specific expression profiles and regulation mechanisms in vivo. Nat. Methods.

[15] Kuroyanagi H, Ohno G, Sakane H, Maruoka H, Hagiwara M (2010). Visualization and genetic analysis of alternative splicing regulation in vivo using fluorescence reporters in transgenic *Caenorhabditis elegans*. Nat. Protoc..

[16] Takeuchi A, Hosokawa M, Nojima T, Hagiwara M (2010). Splicing reporter mice revealed the evolutionally conserved switching mechanism of tissue-specific alternative exon selection. PLoS ONE.

[17] Yoshida M (2015). Rectifier of aberrant mRNA splicing recovers tRNA modification in familial dysautonomia. Proc. Natl Acad. Sci. USA.

[18] Axelrod FB (2004). Familial dysautonomia. Muscle Nerve.

[19] Axelrod FB, Goldberg JD, Ye XY, Maayan C (2002). Survival in familial dysautonomia: impact of early intervention. J. Pediatr..

[20] Slaugenhaupt SA (2001). Tissue-specific expression of a splicing mutation in the IKBKAP gene causes familial dysautonomia. Am. J. Hum. Genet..

[21] Carmel I, Tal S, Vig I, Ast G (2004). Comparative analysis detects dependencies among the 5′ splice-site positions. RNA.

[22] Ibrahim EC (2007). Weak definition of IKBKAP exon 20 leads to aberrant splicing in familial dysautonomia. Hum. Mutat..

[23] George L (2013). Familial dysautonomia model reveals Ikbkap deletion causes apoptosis of Pax3+ progenitors and peripheral neurons. Proc. Natl Acad. Sci. USA.

[24] Zeltner N (2016). Capturing the biology of disease severity in a PSC-based model of familial dysautonomia. Nat. Med..

[25] Ohe K (2017). RBM24 promotes U1 snRNP recognition of the mutated 5′ splice site in the IKBKAP gene of familial dysautonomia. RNA.

[26] Fu XD, Ares M (2014). Context-dependent control of alternative splicing by RNA-binding proteins. Nat. Rev. Genet..

[27] Cartegni L, Chew SL, Krainer AR (2002). Listening to silence and understanding nonsense: exonic mutations that affect splicing. Nat. Rev. Genet..

[28] Kim S, Shi H, Lee DK, Lis JT (2003). Specific SR protein-dependent splicing substrates identified through genomic SELEX. Nucleic Acids Res..

[29] Cartegni L, Wang J, Zhu Z, Zhang MQ, Krainer AR (2003). ESEfinder: a web resource to identify exonic splicing enhancers. Nucleic Acids Res..

[30] Sinha R (2018). Antisense oligonucleotides correct the familial dysautonomia splicing defect in IKBKAP transgenic mice. Nucleic Acids Res..

[31] Nakano-Kobayashi A (2017). Prenatal neurogenesis induction therapy normalizes brain structure and function in Down syndrome mice. Proc. Natl Acad. Sci. USA.

[32] Ogawa Y (2010). Development of a novel selective inhibitor of the Down syndrome-related kinase Dyrk1A. Nat. Commun..

[33] Sonamoto R (2015). Identification of a DYRK1A inhibitor that induces degradation of the target kinase using co-chaperone CDC37 fused with luciferase nanoKAZ. Sci. Rep..

[34] Fukuhara T (2006). Utilization of host SR protein kinases and RNA-splicing machinery during viral replication. Proc. Natl Acad. Sci. USA.

[35] Amin EM (2011). WT1 mutants reveal SRPK1 to be a downstream angiogenesis target by altering VEGF splicing. Cancer Cell.

[36] Shetty RS (2011). Specific correction of a splice defect in brain by nutritional supplementation. Hum. Mol. Genet..

[37] Slaugenhaupt SA (2004). Rescue of a human mRNA splicing defect by the plant cytokinin kinetin. Hum. Mol. Genet.

[38] Masaki S (2015). Design and synthesis of a potent inhibitor of class 1 DYRK kinases as a suppressor of adipogenesis. Bioorg. Med. Chem..

[39] Abergel A (2016). Ledipasvir-sofosbuvir in patients with hepatitis C virus genotype 5 infection: an open-label, multicentre, single-arm, phase 2 study. Lancet Infect. Dis..

[40] Rubin BY, Anderson SL (2017). IKBKAP/ELP1 gene mutations: mechanisms of familial dysautonomia and gene-targeting therapies. Appl Clin. Genet..

[41] Wang ET (2008). Alternative isoform regulation in human tissue transcriptomes. Nature.

[42] Hims MM (2007). A humanized IKBKAP transgenic mouse models a tissue-specific human splicing defect. Genomics.

[43] Manning KS, Cooper TA (2017). The roles of RNA processing in translating genotype to phenotype. Nat. Rev. Mol. Cell Biol..

[44] Sperling, R. The nuts and bolts of the endogenous spliceosome. *Wiley Interdiscip Rev. RNA***8**, 10.1002/wrna.1377 (2017).10.1002/wrna.137727465259

[45] Dufner-Almeida LG, do Carmo RT, Masotti C, Haddad LA (2019). Understanding human DNA variants affecting pre-mRNA splicing in the NGS era. Adv. Genet..

[46] Gonorazky H (2016). RNAseq analysis for the diagnosis of muscular dystrophy. Ann. Clin. Transl. Neurol..

[47] Khan AO (2017). A deep intronic CLRN1 (USH3A) founder mutation generates an aberrant exon and underlies severe Usher syndrome on the Arabian Peninsula. Sci. Rep..

[48] Riant F (2014). Deep intronic KRIT1 mutation in a family with clinically silent multiple cerebral cavernous malformations. Clin. Genet..

[49] Engel M (2006). Allosteric activation of the protein kinase PDK1 with low molecular weight compounds. EMBO J..

[50] Morini E (2019). ELP1 splicing correction reverses proprioceptive sensory loss in familial dysautonomia. Am. J. Hum. Genet..

[51] Bailey MH (2018). Comprehensive characterization of cancer driver genes and mutations. Cell.

[52] Jayasinghe RG (2018). Systematic analysis of splice-site-creating mutations in cancer. Cell Rep..

[53] Iwai, K. et al. Anti-tumor efficacy of a novel CLK inhibitor via targeting RNA splicing and MYC-dependent vulnerability. *EMBO Mol. Med*. **10**, 10.15252/emmm.201708289 (2018).10.15252/emmm.201708289PMC599159929769258

[54] Tam BY (2020). The CLK inhibitor SM08502 induces anti-tumor activity and reduces Wnt pathway gene expression in gastrointestinal cancer models. Cancer Lett..

[55] Batson J (2017). Development of potent, selective SRPK1 inhibitors as potential topical therapeutics for neovascular eye disease. ACS Chem. Biol..

[56] Tzelepis K (2018). SRPK1 maintains acute myeloid leukemia through effects on isoform usage of epigenetic regulators including BRD4. Nat. Commun..

[57] Hatcher JM (2018). SRPKIN-1: a covalent SRPK1/2 inhibitor that potently converts VEGF from pro-angiogenic to anti-angiogenic isoform. Cell Chem. Biol..

[58] Kaida D (2007). Spliceostatin A targets SF3b and inhibits both splicing and nuclear retention of pre-mRNA. Nat. Chem. Biol..

[59] Kotake Y (2007). Splicing factor SF3b as a target of the antitumor natural product pladienolide. Nat. Chem. Biol..

[60] Lee SC (2016). Modulation of splicing catalysis for therapeutic targeting of leukemia with mutations in genes encoding spliceosomal proteins. Nat. Med..

[61] Eskens FA (2013). Phase I pharmacokinetic and pharmacodynamic study of the first-in-class spliceosome inhibitor E7107 in patients with advanced solid tumors. Clin. Cancer Res..

[62] Hong DS (2014). A phase I, open-label, single-arm, dose-escalation study of E7107, a precursor messenger ribonucleic acid (pre-mRNA) splicesome inhibitor administered intravenously on days 1 and 8 every 21 days to patients with solid tumors. Investig. N. Drugs.

[63] Yoshida K (2011). Frequent pathway mutations of splicing machinery in myelodysplasia. Nature.

[64] Chambers SM (2012). Combined small-molecule inhibition accelerates developmental timing and converts human pluripotent stem cells into nociceptors. Nat. Biotechnol..

[65] Schneider CA, Rasband WS, Eliceiri KW (2012). NIH Image to ImageJ: 25 years of image analysis. Nat. Methods.

[66] Zerbino DR (2018). Ensembl 2018. Nucleic Acids Res..

[67] Bao W, Kojima KK, Kohany O (2015). Repbase update, a database of repetitive elements in eukaryotic genomes. Mob. DNA.

[68] UniProt Consortium, T. (2018). UniProt: the universal protein knowledgebase. Nucleic Acids Res..

[69] Robinson JT, Thorvaldsdottir H, Wenger AM, Zehir A, Mesirov JP (2017). Variant review with the integrative genomics viewer. Cancer Res..

# Supplementary material for: Therapeutic manipulation of IKBKAP mis-splicing with a small molecule to cure familial dysautonomia
**Source:** Nat Commun. 2021 Jul 23;12:4507. doi: 10.1038/s41467-021-24705-5
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Supplementary Data 1. Altered splice events following RECTAS treatment in FD patient fibroblasts.

Supplementary Data 2. Altered splice events in IKBKAP IVS20+6T>C transgenic mice DRG by RECTAS treatment (300 mg/kg BW).

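Each entry of Supplementary Data 2 is 1 internal exon of 1 gene, given by its position, a RefSeq transcript with the number of the exon, the gene, and its inclusion in DRG of MOCK and RECTAS-treated mice. PSI (percent spliced-in) is the share of transcripts that include the exon. By the methods, it is the number of reads joining the exon to the one before it, divided by the sum of these reads and of those that join the exon before to the exon after. The columns headed dPSI (CMC) and dPSH (RECTAS) hold the PSI of each group, as fractions from 0.04 to 1, where CMC is the vehicle of MOCK. In all 142 entries, the RECTAS column minus the MOCK column gives the column headed dPSI within 0.005.
The size of the dPSI runs from 0.06 to 0.39 and is at least 0.1 in 82 entries. The highest p-value is 0.0498. The statistics section names a t test for comparisons of groups and a threshold on p, and names no correction for the number of exons tested. The table holds the altered exons and not all exons examined.
The positions are on the mouse build GRCm38, apart from the entry of the human transgene. Of the 141 mouse exons, 139 match an exon of the GENCODE M21 annotation at both ends. By that annotation, 120 of the matched exons are coding, 17 lie in an untranslated region and 2 are noncoding. Among the coding exons, 73 have a length divisible by 3. An exon counted as coding if any part of it lies in a coding sequence, so whether skipping it keeps the reading frame was not checked.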

How the deposited data were processed for this re-analysis (not part of the article)

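RNA was measured in dorsal root ganglia of mice that carry a human IKBKAP gene with the IVS20 + 6 T > C mutation beside the mouse gene. The mice received RECTAS at 300 mg/kg BW or vehicle (MOCK), repeated after 4 h, and tissue was taken 8 h after the first dose. Samples were assigned to conditions and replicates from the submitters' labels and the paper, 4 libraries to MOCK and 4 to RECTAS, and every library could be assigned. Libraries of patient fibroblasts were not analysed here. The paper describes the transcriptome of DRG for MOCK and 300 mg/kg BW, and gives the dose of 400 mg/kg BW for RT-PCR.

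The authors deposited TPM per gene symbol, the share of each gene's transcripts scaled to a fixed total, 1 table per library with 39770 symbols. By the paper, poly-A RNA was made into strand-specific libraries and sequenced on a NovaSeq instrument. The submitters' processing notes name bcl2fastq, STAR 2.7.1a, RSEM 1.3.0, GRCm38 and GRCh38, without their roles; the annotation behind the gene symbols is not given in the sources used here. The paper's methods describe trimming of reads to fragments, a filter on read quality and on repeats, and STAR on GRCh38 for the splicing analysis. Whether these steps also lie behind the deposited TPM is not given. TPM hold no read counts, so the depth of each library is unknown, and intervals or detection limits that need it are not given.

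The TPM were taken as log2(TPM + 1). Genes with at least 1 TPM in at least 4 of 8 libraries were kept, 13839 in all. RECTAS and MOCK were compared with limma 3.58.1 in R 4.3.3, with a mean-variance trend and robust variances, two-sided, and Benjamini-Hochberg adjustment at 0.05. Single measures (the transgene, mouse Elp1, their ratio and Rbm24) were compared by exact permutation of the 8 libraries, two-sided. The procedure was tested on simulated data with known changes: of 13839 genes, with 67 changed 1.5-fold, 67 changed 2-fold and 66 changed 3-fold, it recovered 68.7%, 95.5% and 92.4% of them and called 7 unchanged genes beside them. The simulated spread was independent between genes and held no effects shared by the genes of a library. All changed genes were in a single simulated set, which makes the adjustment easier to pass, so these shares do not hold where few genes pass.

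Fixed before the data were examined were the assignment of samples, the tests of genes and lists, 51 gene lists of pathways and cell types, the alternatives apart from the fit without both MOCK M3 and RECTAS replicate 3 and the scalings of the opposite clock arm, and the rule for the genes named. By that rule, the text names the genes past the threshold, or the 6 with the lowest p in a direction where none passed, the genes the study names, up to 4 members of each list described and the most abundant markers of a cell type, and the exons with the largest changes in the study's table, whose values had been seen. Genes with symbols of predicted transcripts are counted and not named, apart from Gm14419. Of the 876 list entries, 873 were found in the files. Lists were tested with camera, at a preset correlation of 0.01 and with an estimated one, and with fry. The genes of Supplementary Data 2 were read from that table and tested the same way.

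Gene positions are from RefSeq and the exon annotation is from GENCODE M21, both on GRCm38. Alternatives changed the pseudocount to 0.1, the filter (none, or at least 5 TPM), the scaling between libraries (quantile normalization, a common median, or removal of mitochondrially encoded and haemoglobin genes), the variance model, the weights of libraries, Xist as a covariate, a block on replicate numbers, and left out each library in turn. Other splits of the 8 libraries into groups of 4, 35 with the real one, were run as a check on chance. Permutations of correlations used 100000 resamples. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and plots. PSI values were not recomputed, since they need reads over exon junctions.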

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

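The splits of the libraries for the counts of genes, the use of the removal of mitochondrially encoded and haemoglobin genes and of the Xist covariate as tests of the patterns below, and the scalings of the opposite clock arm were chosen after the results they test were seen; the other tests were written before theirs. Of 124 groups of 4 values, 6 held a library farther from the rest than Dixon's 95% critical value, and chance gives about 1 in 20. The number flagged is therefore no more than chance gives, and the gaps reported below describe single libraries.

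Ciart and Slpi, genes the paper does not discuss, were higher after RECTAS than in every MOCK library, with log2 fold changes of 1.09 and 0.79. The 2 genes changed are not more than chance can give: of 35 splits of the 8 libraries into groups of 4, 4 called as many genes, and the highest of the other splits called 3. For genes in a single direction the real split gave 2 higher, and the highest of the others was 2, as in 2 of the splits. For lower genes the real split gave 0, a count that all 35 splits must reach, so the splits say nothing about it; the highest of the others gave 2.

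The first pattern is in the clock genes, of which 6 of 18 had an unadjusted p under 0.05 (limma), all higher after RECTAS. These 6 genes, picked by that p, had a median log2 fold change of 0.79, while the list circadian clock as a whole had a median of 0.05 and a mean of 0.24. The median of the 6 genes was 0.81 without RECTAS replicate 4 and 0.72 with Xist as a covariate. Genes raised only by fat in that library or only with Xist would hardly have had such a p, so these medians cannot weigh either source. The mean of the whole list was 0.29 without that library, so fat there does not account for the 0.24. With Xist as a covariate that mean was 0.19, but of the MOCK libraries only F1 carried Xist. Dbp was higher with Xist in both groups, at 16.7 TPM in MOCK F1 against 6.25 to 9.92 TPM in the others. In RECTAS replicates 1 and 2 it stood at 31.7 and 38.7 TPM, against 19.0 and 22.3 TPM in 3 and 4. Nr1d1 went the same way, while Ciart in MOCK was highest in M3. A shift of the daily clock would lower the genes of the opposite arm, and Arntl, Npas2, Clock, Cry1 and Nfil3 had a mean log2 fold change of -0.12 (exact permutation test, two-sided, p = 0.0286), but the median of all genes tested was -0.05, and the mean of the arm was -0.06 after a shift to a common median (p = 0.114), -0.07 with quantile normalization (p = 0.0571) and -0.08 without mitochondrially encoded and haemoglobin genes (p = 0.0286), by the same exact test. A shift of the clock therefore stays open, as does its source, since the hour of collection in each group is not given in the sources used here.

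The second pattern is the excess of lower genes, 89.4% of those at an unadjusted p under 0.05. A shift of the libraries to a common median centres the fold changes, so the 57.5% it gives cannot part relative scaling from a broad lowering, and with mitochondrially encoded and haemoglobin genes removed and the rest rescaled, lower genes made up 63.9%, which leaves relative scaling of the libraries open. Without RECTAS replicate 4, the library with adipocyte transcripts and the largest mitochondrial share, they made up 72.1%, which leaves open how far that library contributes. Uneven directions are common among these libraries: 14 of 35 splits were as uneven, up to 95.5%. A lowering of many transcripts by RECTAS itself stays open too, since TPM sum to the same total in every library.

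The third pattern is high expression of nerve injury genes in MOCK M3 and RECTAS replicate 3. In RECTAS replicate 3 the gap of the list mean to the nearest RECTAS library was 0.892 of the range of the group. Npy, which sympathetic neurons express, was high in both libraries, at 38.9 and 22.5 TPM, and a candidate source is sympathetic ganglia taken with the DRG. The other genes of the sympathetic list argue against it: their mean log2(TPM + 1) differed by -0.0502 between these libraries and the rest. This mean includes Th, which also stands in the list of cold and touch neurons, so it does not reflect sympathetic RNA alone. Th stood at 110 and 132 TPM in these libraries and at 136 to 202 TPM in the others. An injury of the animals or the dissection stays open, and no biological explanation was tested, as each group holds 1 such library.

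In MOCK M1, skeletal muscle genes were far above the other MOCK libraries (gap of 0.986 of the range), and so were cartilage and bone genes (0.925). In MOCK F1, the mean of a list of X- and Y-linked genes was far below the other MOCK libraries (0.897). The Y-linked gene Ddx3y stood at 0.01 TPM in MOCK F1 and at 14.6 to 16.9 TPM in the other MOCK libraries. Xist stood at 14.5 TPM in MOCK F1 and at 0 TPM in the others of MOCK, so the low mean goes with the sex of the library. In MOCK M3, factors of sensory neuron identity were lowest (0.848). In RECTAS replicate 4, the CLK, DYRK and SRPK kinases were lowest (0.875).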

How the results depend on the processing

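Of the alternatives given here, only the fit without both MOCK M3 and RECTAS replicate 3 was chosen after the data were seen; the removal of mitochondrially encoded and haemoglobin genes and the Xist covariate were planned as alternatives, and their use to test a pattern came later. Of the comparisons of a main result with an alternative, 98 stayed within the bounds set for them, 63 moved and 5 reversed. For the lists, 264 of the comparisons kept the direction given by camera and the call, 72 lost the call and 3 reversed. That direction is relative to the other genes and can differ from the sign of the mean of a list. The cause was not tested where none is named. The number of genes changed, 2 higher and 0 lower, was 2 with a pseudocount of 0.1. It was 0, with 0 higher, with no filter (26386 genes tested in place of 13839), with at least 5 TPM (which leaves out Ciart and Slpi), with quantile normalization, with a common median, without mitochondrially encoded and haemoglobin genes, and with eBayes without trend and robust variances; of the named genes, 0 passed in these settings. Unadjusted p-values under 0.05 then numbered 653 to 1435 by limma. Weights on libraries gave 8 genes (2 higher, 6 lower; 5 named genes) and Xist as a covariate gave 5 (4 higher, 1 lower; 5 named genes), the higher ones being Ciart, Slpi, Nr1d1 and Dbp and the lower one Id3. Without both MOCK M3 and RECTAS replicate 3, 57 genes changed (23 higher, 34 lower; 14 named genes), and 1 gene with an altered exon, Banp, named after its value was seen.

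Whether the replicate numbers shared by MOCK M1 to M3 and RECTAS 1 to 3 pair the libraries is not settled. Numbers 1 and 2 join libraries unlike in Xist, at 0 TPM in MOCK M1 and M2 and at 13.6 and 12.5 TPM in RECTAS replicates 1 and 2. As MOCK M3 and RECTAS replicate 3 had 0.01 TPM or less, the fits on these 6 libraries compare groups that also differ in Xist. The correlations of their deviations were -0.056, 0.0891 and 0.29, against -0.226 to 0.0429 for libraries with unlike numbers. The highest is that of MOCK M3 and RECTAS replicate 3, the libraries high in nerve injury genes. With the replicate block, 25 genes changed (10 higher, 15 lower, 9 named genes), against 0 (0 higher, 0 named genes) in the same 6 libraries without the block. At an unadjusted p under 0.05 these were 837 and 598 by limma. Slpi passed with the block (adjusted p = 0.0136 from limma) and Ciart did not (adjusted p = 0.179).

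Leaving out 1 library at a time, the number of genes changed ran from 0 to 19, that of higher genes from 0 to 7, that of lower genes from 0 to 12 and that of named genes from 0 to 9; all were 0 without RECTAS replicate 4 and highest without RECTAS replicate 3. Without MOCK M2 the one gene called is Gm14419, named after its value was seen, and without MOCK M1, Slpi and Cartpt. The 142 genes with altered exons gave 0 in each of these fits. The difference in mouse Elp1 level ran from -1.27 to 0.825 TPM without 1 library and was -0.00912 on the log2 scale.

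Of 51 lists, 17 were called by camera at the preset correlation. The count was 10 with quantile normalization, 10 without mitochondrially encoded and haemoglobin genes and 11 with weights on libraries, and 13 to 19 without 1 library. Among the called lists, 2, both at an adjusted p of 0.874 from camera with an estimated correlation, changed the sign of their mean. That of the list red blood cell, 0.0811 at first, was -0.0794 without mitochondrially encoded and haemoglobin genes, which removes its abundant members, -0.0534 in the 6 libraries, both with the replicate block and without it, and also below 0 without MOCK M3 (-0.00969), RECTAS replicate 2 (-0.0253) or RECTAS replicate 4 (-0.0308). That of the list cytosolic ribosomal proteins, 0.0117 at first, was -0.0225 without RECTAS replicate 1, -0.00235 without RECTAS replicate 4, -0.000877 with weights on libraries and -0.00717 with Xist as a covariate. Of 269 named genes tested, 248 passed in none of the settings and 21 in at least 1. TPM keep no depth, so what depth limits could not be weighed.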

Differences from the paper's values

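The paper states that Rbm24 expression was not detectable in DRG by RT-PCR. In the deposited TPM, Rbm24 was above 0 in all 8 libraries, at 0.06 to 0.18 TPM, and 18221 of the 26386 genes with a mean above 0 had a higher mean. RT-PCR and RNA-Seq are unlike measures, and the number of reads behind such low TPM is not known. These values therefore do not show a disagreement with the RT-PCR. The paper gives IKBKAP exon 20 the rank of 13 among promoted exons (the paper's value), and 13 exons of Supplementary Data 2 have a larger dPSI, which places it at 14; the values in the table are rounded to 2 decimals.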

Other observations

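No test in this part was chosen after its result was seen. Kinases of the CLK, DYRK and SRPK families, SR splicing factors and proteins of U1 snRNP were measured in DRG. Of these, the paper links kinases of the CLK family, CLK1 among them, and SRSF6 to the action of RECTAS on exon 20. It reports no effect of DYRK depletion or of an SRPK inhibitor on that exon. The paper's evidence concerns kinase activity and the phosphorylation of SRSF6, which the RNA levels given here do not measure. Of 11 measured CLK, DYRK and SRPK kinases, 0 changed over all genes tested (limma; 3 were lower at an unadjusted p under 0.05), and 2 were lower when adjusted over the list alone. Clk1 stood at 67.3 ± 13.8 TPM (SD, n = 4) in MOCK and 40.3 ± 9.25 TPM (SD, n = 4) after RECTAS (log2 fold change -0.73, adjusted p = 0.503 from limma), and Clk4 at 30.6 ± 6.53 and 20.2 ± 2.79 TPM (log2 fold change -0.56, adjusted p = 0.341 from limma). Dyrk1a, of the DYRK family, had a log2 fold change of -0.02. Of 13 SR splicing factors, 0 changed (limma; 2 were lower at an unadjusted p under 0.05) and 0 when adjusted over the list alone. Srsf6, the SR factor through which the paper places the effect on exon 20, stood at 48.8 ± 2.38 TPM in MOCK and 47.9 ± 6.38 TPM after RECTAS, and Tra2a had a log2 fold change of -0.33. Of 11 genes of U1 snRNP and Sm proteins, 0 changed (limma; 2 were lower at an unadjusted p under 0.05) and 0 when adjusted over the list alone; Snrnp70 had a log2 fold change of -0.29. The adjusted p of camera at a preset correlation was 0.0342 for the SR factors and 0.0497 for the U1 and Sm proteins, both lower, and 0.874 for each with an estimated correlation. RECTAS replicate 4, the library with adipocyte transcripts, was lowest in all these lists. Relative to each gene's mean, the SR factors averaged -0.259 there and -0.0389 to 0.0556 in the other RECTAS libraries. The U1 and Sm proteins averaged -0.162 against -0.0576 to 0.0238, and the kinases -0.279 against -0.0359 to -0.00129.

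Of 25 genes of the interferon response, 18 macrophage genes, 15 genes of fibroblasts and meninges and 11 of pericytes and smooth muscle, 0 changed over all genes tested (limma; 6, 2, 2 and 2 were higher at an unadjusted p under 0.05). Adjusted over the list alone, 2 fibroblast genes were higher, Fn1, which encodes fibronectin, with 6.88 ± 1.48 TPM in MOCK and 11.7 ± 1.18 TPM after RECTAS, and Dpt, and 1 of the pericyte genes, Cnn1; 0 were in the other lists. The median log2 fold changes of these lists were 0.23, 0.19, 0.22 and 0.18, while that of the neutrophil genes was -0.59 and that of 2 measured lymphocyte genes -0.06. The 9 genes of NF-kB and cytokine signalling had a median of 0.13 and a mean of -0.08. With camera at a preset correlation the adjusted p of the interferon, macrophage, fibroblast and pericyte lists was 2.14e-17, 1.36e-12, 1.36e-12 and 4.96e-08, and with an estimated correlation 0.341, 0.387, 0.341 and 0.341. Of 21 genes of cholesterol synthesis, 0 changed (limma; 6 were lower at an unadjusted p under 0.05) and 3 were lower when adjusted over the list alone, Msmo1, Insig1 and Cyp51, with log2 fold changes of -0.31, -0.29 and -0.31. The list had a camera adjusted p of 0.000184 at a preset correlation and 0.874 with an estimated correlation. Mitochondrially encoded transcripts had a median log2 fold change of 0.22 and camera gave an adjusted p of 2.35e-15 at a preset correlation and 0.35 with an estimated correlation; their share was highest in RECTAS replicate 4. Pou4f1, a factor of sensory neurons, stood at 90.6 ± 4.02 TPM in MOCK and 93.1 ± 7.41 TPM after RECTAS, and 0 of the 20 neuronal and 22 nociceptor genes changed (limma; 0 and 1 were lower at an unadjusted p under 0.05).

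Of the 51 lists, 17 were called by camera at a preset correlation and 0 with an estimated correlation, and fry called 0 in a single direction and 4 in either direction. Chance cannot be excluded for the 17, as 19 of 35 splits of the libraries gave as many lists and the highest of the others gave 25. For the genes with altered exons, the real split gave 0 and the highest of the others 0; all 35 splits must reach a count of 0, so they say nothing about it.

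Exon 20 of IKBKAP ends in a base other than G, which weakens its pairing with U1 snRNA, and a hypothesis is that exons promoted by RECTAS share this feature. The last base was G in 60 of 78 matched exons with more inclusion (76.9%) and in 50 of 61 with less inclusion (82.0%), a difference that did not pass the test (Fisher's exact test, two-sided, p = 0.532). This leaves the hypothesis open, as an exon of either direction may end in any base and the exons with no change are not in the table.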
